# S-nitrosylation attenuates pregnane X receptor hyperactivity and acetaminophen-induced liver injury

**DOI:** 10.1172/jci.insight.172632

**Published:** 2024-01-23

**Authors:** Qi Cui, Tingting Jiang, Xinya Xie, Haodong Wang, Lei Qian, Yanyan Cheng, Qiang Li, Tingxu Lu, Qinyu Yao, Jia Liu, Baochang Lai, Chang Chen, Lei Xiao, Nanping Wang

**Keywords:** Cell Biology, Hepatology, Molecular biology, Nitric oxide

## Abstract

Drug-induced liver injury (DILI), especially acetaminophen overdose, is the leading cause of acute liver failure. Pregnane X receptor (PXR) is a nuclear receptor and the master regulator of drug metabolism. Aberrant activation of PXR plays a pathogenic role in the acetaminophen hepatotoxicity. Here, we aimed to examine the S-nitrosylation of PXR (SNO-PXR) in response to acetaminophen. We found that PXR was S-nitrosylated in hepatocytes and the mouse livers after exposure to acetaminophen or S-nitrosoglutathione (GSNO). Mass spectrometry and site-directed mutagenesis identified the cysteine 307 as the primary residue for S-nitrosylation (SNO) modification. In hepatocytes, SNO suppressed both agonist-induced (rifampicin and SR12813) and constitutively active PXR (VP-PXR, a human PXR fused to the minimal transactivator domain of the herpes virus transcription factor VP16) activations. Furthermore, in acetaminophen-overdosed mouse livers, PXR protein was decreased at the centrilobular regions overlapping with increased SNO. In *PXR^–/–^* mice, replenishing the livers with the SNO-deficient PXR significantly aggravated hepatic necrosis, increased HMGB1 release, and exacerbated liver injury and inflammation. Particularly, we demonstrated that S-nitrosoglutathione reductase (GSNOR) inhibitor N6022 promoted hepatoprotection by increasing the levels of SNO-PXR. In conclusion, PXR is posttranslationally modified by SNO in hepatocytes in response to acetaminophen. This modification mitigated the acetaminophen-induced PXR hyperactivity. It may serve as a target for therapeutical intervention.

## Abstract 2

<p>S-nitrosylation negatively regulates the activity of xenobiotic receptor PXR and mitigates drug-induced hepatotoxicity in a mouse model of acetaminophen overdose.</p>

## Introduction

The liver plays a critical role in the metabolism and clearance of drugs through the detoxification system, including phase I cytochrome P450 (CYP) enzymes, phase II–conjugating enzymes, and transporters (1). Overdose or accumulated exposure of drugs induces liver injury. Drug-induced liver injury (DILI) is a leading cause of acute liver failure (2). Acetaminophen (APAP) is a commonly used over-the-counter antipyretic and analgesic. APAP overdose is the leading cause of drug-induced acute liver failure (3, 4).

In adults receiving therapeutic dosages, around 63% of APAP is metabolized through glucuronidation, while approximately 34% is metabolized through sulfation (5). The remaining approximately 5% is oxidized by CYP enzymes, including CYP2E1, CYP1A2, and CYP3A4, forming the reactive intermediate N-acetyl-p-benzoquinone imine (NAPQI). NAPQI can be rapidly eliminated by binding with glutathione (GSH), forming its major nontoxic metabolites (APAP-sulfate, APAP-glucuronide [Glu], APAP-GSH, and APAP-cysteine [Cys]) (1, 6). However, when GSH levels are depleted, NAPQI accumulates in hepatocytes, causing mitochondrial oxidative stress, DNA damage, generation of reactive oxygen species (ROS), and ultimately hepatocyte necrosis and acute liver failure (7, 8).

Pregnane X receptor (PXR) is a member of the nuclear receptor superfamily and is primarily expressed in the liver and intestine (9). As a sensor for xenobiotics, including drugs and environmental chemicals, PXR can be activated by a variety of such structurally diverse ligands (10). PXR binds to the DNA *cis*-element to transactivate a plethora of its target genes involving the biotransformation and clearance of these chemicals (11). Induction of the phase I detoxification genes, such as *CYP3A4*, converts APAP to NAPQI and leads to hepatotoxicity (12). In mice, the PXR activator pregnenolone 16α-carbonitrile (PCN) exacerbates APAP-induced liver injury (AILI) in a PXR-dependent manner (13). APAP hepatotoxicity is reduced in *PXR^–/–^* mice (14). Rifampicin enhances hepatic toxicity in mice transgenic for the human *PXR* and *CYP3A4* (15). These results suggest that PXR plays a key role in the pathogenesis of AILI through drug-induced transcriptional activation. However, PXR posttranslational modifications and their regulatory roles in AILI remain to be explored.

Protein S-nitrosylation (SNO) is a redox-sensitive modification at cysteine residues by nitric oxide (NO) or NO-derived species (16). SNO regulates the substrate proteins by modifying their activity, stability, subcellular localization, or interaction with other molecules (17, 18). In the process of drug metabolism, a large amount of ROS and reactive nitrogen species were produced (19). S-nitrosol signaling is implicated in APAP-triggered liver damage in zebrafish and mice. The deficiency of S-nitrosoglutathione reductase (GSNOR), an enzyme responsible for denitrosylation, has a hepatoprotective effect (20). In addition, a redox proteomic analysis revealed that APAP induced protein SNO in 3-D cultured human hepatocyte lines (21). These results prompt us to investigate (a) whether PXR could be S-nitrosylated and, if so, (b) its regulatory roles in AILI.

In this study, we demonstrate that SNO posttranslationally modifies PXR activity and protein stability. Such a modification ameliorates APAP-induced hepatotoxicity by establishing an inhibitory mechanism for the PXR hyperactivity.

## Results

### PXR was S-nitrosylated in cultured hepatocytes and mouse livers.

To examine whether PXR protein can be modified by SNO, we infected HepG2 cells with adenovirus-expressing PXR (Ad-PXR) and, 24 hours later, exposed the cells to NO donors or vehicle control. S-nitrosylated PXR (SNO-PXR) was detected with an irreversible biotinylation procedure (IBP) followed by Western blotting. As shown in Figure 1A, PXR underwent SNO after the treatment with GSNO (0.5 mM, 4 hours), an amino acid transnitrosation donor. The PXR overexpression was validated (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.172632DS1). The specificity of IBP reaction was validated in the absence of ascorbate (Supplemental Figure 2). Another NO donor DETA-NONOate (1 mM, 12 hours) also elicited the SNO-PXR (Figure 1B). In addition, endogenous PXR was also modified by protein SNO in mouse primary hepatocytes (Figure 1C). SNO-PXR was further confirmed in mouse liver protein lysates after the treatment with GSNO or DETA-NONOate (Figure 1, D and E).

Since GSNOR reverses protein SNO (22), we compared the levels of SNO-PXR in the liver samples from *GSNOR*-KO (*GSNOR^–/–^*) mice and the WT littermates. As shown in Figure 1F, the levels of SNO-PXR were significantly elevated in livers from the *GSNOR^–/–^* mice. The *GSNOR^–/–^* and WT mice were genotyped by using PCR (Supplemental Figure 3A). The deficiency of GSNOR in KO mouse livers was confirmed by using Western blotting (Supplemental Figure 3B). Immunofluorescence staining for SNO-cysteine showed that global protein-SNO levels were increased in the livers of *GSNOR^–/–^* mice (Supplemental Figure 3C). Taken together, PXR was posttranslationally modified via protein SNO both in cultured hepatocytes and mouse livers.

### SNO suppressed the transactivational capacity of PXR.

Since PXR is a ligand-activated transcription factor, we first investigated whether SNO affects the ligand-induced transactivational capacity of PXR. HepG2 cells were cotransfected with the *PXR* plasmid and the PXR responsive element–luciferase (PXRE-luciferase) receptor plasmid and, 24 hours later, treated with GSNO or control for 4 hours before the exposure to PXR agonist rifampicin (10 μM) or SR12813 (1 μM) for 24 hours. The luciferase assays showed that GSNO significantly decreased the PXR reporter activity under basal condition or upon the agonist stimulation (Figure 2A). Next, we examined the effects of SNO-PXR on the transactivation of its endogenous target gene *CYP3A4* and *SULT1A1*. GSNO treatment significantly attenuated the mRNA levels of *CYP3A4* and *SULT1A1* genes induced by rifampicin or SR12813 as assessed by using quantitative PCR (qPCR) (Figure 2, B and C). In addition, GSNO prevented the induction of *CYP3A4* and *SULT1A1* genes transactivated by a constitutively active PXR (VP-PXR, a human PXR fused to the minimal transactivator domain of the herpes virus transcription factor VP16) (Figure 2, D and E). The efficiency of PXR overexpression was validated (Supplemental Figure 4).

We further examined the effects of the SNO on the DNA binding of PXR to the 5′-regulatory regions within its target genes. As shown in Figure 2, F and G, ChIP assays revealed that GSNO treatment significantly reduced basal and the rifampicin- or SR12813-stimulated PXR binding onto the specific regions harboring the cognate DNA elements within the *CYP3A4* and *UGT1A1* genes. The DNA binding of VP-PXR to *CYP3A4* and *UGT1A1* genes was also largely abrogated after GSNO treatment (Figure 2, H and I). Taken together, these results indicate that the SNO negatively regulated the transactivational capacity of PXR by decreasing its binding to the target genes.

### SNO destabilized PXR protein via proteasome-dependent degradation.

One of the important functional abilities of the protein SNO is the ability to change the stability of the modified substrates via ubiquitination and the ensuing degradation (23). Thus, we determined whether SNO affected the protein stability of PXR. HepG2 cells were infected with Ad-PXR, and 24 hours later, were exposed to GSNO. The PXR protein level was significantly decreased after GSNO treatment. PXR protein levels were also decreased in GSNO-treated mouse primary hepatocytes (Figure 3A). Immunofluorescence staining confirmed the decrease of PXR in HepG2 cells (Figure 3B). However, GSNO did not affect the mRNA levels of PXR (Supplemental Figure 5).

To examine the effect of SNO on the protein stability of PXR, we treated the HepG2 cells or mouse primary hepatocytes with cycloheximide (CHX) to inhibit protein de novo synthesis. As shown in Figure 3C, the half-life of PXR protein was decreased in the cells treated with GSNO. In addition, the proteasome inhibitor MG132, but not the lysosome inhibitor chloroquine (CQ), prevented the GSNO-induced decrease in PXR protein levels (Figure 3, D and E). We further showed that GSNO treatment triggered PXR ubiquitination (Figure 3F). These findings suggest that SNO decreased PXR protein stability through protein ubiquitination and proteasome-dependent degradation.

### Identification of the S-nitrosylated cysteine residues in the human PXR.

Next, we generated a histidine tag (6×His)-PXR recombinant protein and exposed it to GSNO. Then, the S-nitrosylated cysteines were labeled with biotin-maleimide and subjected to liquid chromatography with tandem mass spectrometry (LC-MS/MS) to identify the potential cysteine residues undergoing SNO. As shown in Supplemental Figures 6 and 7, the cysteine residues at 182 and 307 were found to be S-nitrosylated.

To verify the sites of SNO, we replaced the corresponding cysteines with alanine residues (C182A, C307A) in the PXR by using site-directed mutagenesis. HEK293 cells were transfected with expression vectors encoding WT or mutant PXR. HEK293 cells were used because they have better transfection efficiency with plasmids and have little expression of endogenous PXR (24). The lack of PXR expression in HEK293 cells was confirmed (Supplemental Figure 8). As shown in Figure 4A, the mutation at PXR Cys307 but not Cys182 abolished the SNO-PXR induced by GSNO, suggesting that the cysteine residue at 307 was a key moiety for intracellular SNO. Consistently, the SNO at Cys307 was predominately responsible for the ubiquitination and degradation of PXR (Figure 4, B and C). Functionally, disrupting SNO at Cys307 but not Cys182 largely restored the transactivational activity on the luciferase reporter gene and the expression of PXR target gene *CYP3A4* (Figure 4, D and E). As shown in Figure 4F, GSNO blunted the SR12813-induced binding of PXR-WT onto the DNA segment of *CYP3A4* gene. However, the mutation on C307 (C307A) but not on C182 restored the SR12813-induced DNA binding upon GSNO treatment. Taken together, these results suggest that SNO modified PXR predominantly at Cys307.

### SNO-PXR was triggered in response to APAP-induced hepatotoxicity.

To explore a physiopathlogical role of SNO-PXR in the liver, we established a DILI mouse model with APAP overdose. C57BL/6J mice were treated with a single overdose of APAP (300 mg/kg, i.p. injection) after a 12-hour fasting. The histopathological examination revealed that APAP-treated mice exhibited centrilobular hepatocyte necrosis coincident with increased positivity of TUNEL (Figure 5, A–D). The circulating levels of aspartate aminotransaminase (AST) and alanine aminotransferase (ALT) were increased (Figure 5, E and F). Importantly, SNO of PXR was significantly increased in the livers of APAP-overdosed mice, starting at 12 hours with a peak at 24 hours after the APAP (Figure 5G). In contrast, PXR protein levels were concomitantly decreased in the livers of APAP-treated mice with significantly reduced mRNA levels of the PXR target gene *Cyp3a11* (Figure 5, H and I). Immunofluorescence staining with an antibody against SNO-cysteine revealed that APAP caused a robust accumulation of SNO products predominately at the centrilobular zone, where the APAP-induced hepatic necrosis occurred. Coincidently, the PXR protein levels in these regions exhibited a significant decrease (Figure 5J). These results suggested that SNO-PXR was implicated in APAP-induced hepatotoxicity.

Induction of inducible NO synthase (iNOS) accounts for a major source of NO in many types of tissues (25). Upregulation of iNOS, the predominant NOS isoform expressed in hepatocytes, has been observed in multiple models of liver injury (26–28). Therefore, we observed the changes of iNOS expression in the livers of APAP-treated mice. As shown in Supplemental Figure 9A, the protein level of iNOS, but not endothelial NOS (eNOS), was significantly increased. In addition, siRNA-mediated knockdown of *Inos* reduced SNO-PXR in mouse primary hepatocytes (Supplemental Figure 9B).

### Liver replenishment with the SNO-mutant PXR exacerbated APAP-induced hepatotoxicity in PXR-null mice.

To further define the pathological role of SNO-PXR in APAP-induced hepatotoxicity, we generated *PXR^–/–^* mice by using a CRISPR/Cas9 gene-editing technique (Supplemental Figure 10A). PXR deficiency was confirmed with PCR genotyping of genomic DNA and Western blotting (Supplemental Figure 10, B and C). We also constructed adenoviruses carrying WT human PXR (Ad–PXR-WT) and the SNO-mutant PXR (Ad–PXR-C307A). The infection efficiency of adenovirus was also determined. We administered tail vein injections of Ad–PXR-WT and control Ad-EGFP into WT and the *PXR^–/–^* mice. Western blotting showed that adenovirus-mediated delivery of WT or mutant PXR reconstructed PXR expressions in the *PXR^–/–^* mice. Because the PXR-WT and the PXR-C307A, respectively, carried EGFP and mCherry, their expression levels were readily detectable in the livers of the *PXR^–/–^* mice under fluorescence microscopy (Supplemental Figure 11, A–C).

To confirm that the mutant (C307A) lost the site-specific SNO while it kept its transcriptional activity, we compared the mRNA levels of the CYP drug-metabolizing enzymes (DMEs) *Cyp3a11*, *Cyp1a2*, and *Cyp2e1* genes in the mouse livers replenished with PXR-WT or the mutant PXR. As shown in Supplemental Figure 12A, the expression levels of these genes were not significantly different at the time before APAP treatment. We further isolated hepatocytes from the *PXR^–/–^* mice and replenished in vitro with PXR-WT or the mutant PXR. Gene expression level of *Cyp3a11*, an endogenous PXR target gene, was not different in the hepatocytes expressing PXR-WT or those expressing the mutant PXR either at the basal level or upon stimulation by the PXR agonist SR12813 (Supplemental Figure 12B). In order to examine the effect of the mutant on human DME, we used a luciferase reporter that was driven by the PXRE from the human *CYP3A4* gene. As shown in Supplemental Figure 12C, neither basal nor SR12813-induced transactivational capacity was significantly different between the PXR-WT and the mutant-PXR–replenished mouse hepatocytes.

The *PXR^–/–^* mice with hepatic replenishment of PXR-WT or the PXR-C307A were overdosed with APAP (300 mg/kg) and examined at 12 and 72 hours. Compared with the PXR-WT–replenished mice, the PXR-C307A–replenished mice failed to elicit SNO-PXR and degradation upon APAP treatment (Figure 6, A and B). As shown in Figure 6, C–F, compared with the PXR-WT–replenished mice, the PXR-C307A–replenished mice displayed significantly exacerbated hepatocyte death and the serum markers of liver injury with a delayed recovery.

High mobility group box 1 (HMGB1), a chromatin-associated protein and DNA chaperone, plays a critical role in amplifying proinflammatory response in DILI (29). APAP stimulates the expression of HMGB1 and triggers its release from necrotic hepatocytes (30). HMGB1 is passively released from the nucleus and produces related inflammatory factors (31). After APAP treatment, HMGB1 levels in the liver and circulation were further elevated in the PXR-C307A–replenished mice compared with the PXR-WT–replenished mice (Figure 6, G and H). Consequently, the mRNA levels of proinflammatory cytokines, including *Tnfa*, *Il6*, *Il1b*, C-X-C motif chemokine ligand 2 (*Cxcl2*), and chemokine (C-C motif) ligand 2 (*Ccl2*), were further enhanced in the PXR-C307A–replenished livers (Figure 6I). Taken together, our results indicate that SNO-PXR served as a protective mechanism against excessive liver damage.

### Liver replenishment with the SNO-mutant PXR exacerbated APAP-induced reactive metabolites.

Next, we investigated the mechanism by which SNO-PXR protects against liver injury induced by APAP. 

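Liver RNA was sequenced from mice overdosed with APAP (300 mg/kg, 12 hours) and from control mice given saline, after a fast of 12 hours. The samples comprise 3 livers per group. The table of gene values that was analysed holds 2 APAP libraries (replicates 1 and 3) and 3 saline libraries, named WT1, WT2 and WT3, whose names do not pair them with the numbered saline samples. They were read as the saline group because the other columns are named for APAP, and every fold change rests on that reading. APAP replicate 2 was not analysed here. For each gene the authors provided the raw read count, obtained after alignment with HISAT2. No value given here is computed from their FPKM. The total count was 13378445 and 14845081 in the APAP libraries and 14259730, 15372166 and 15976339 in the saline libraries WT1, WT2 and WT3. The raw counts were normalized for library composition by edgeR's TMM method, with factors of 1.27 and 1.09 in the APAP libraries and 0.783, 0.980 and 0.938 in the saline libraries. CPM were computed from the normalized library sizes. Genes were tested by edgeR's quasi-likelihood test.
Sex-linked genes were read in each library. Xist, the transcript of the inactive X chromosome (chromosome X of GRCm38, 103460375 to 103483217), was at 0.764 and 1.73 CPM in the APAP libraries and at 289.6, 914 and 882 CPM in the saline libraries. The Y-linked gene Ddx3y was at 78.97 and 61.7 CPM in the APAP libraries, with 0, 0 and 1 counts in the saline libraries, where 3 counts correspond to between 0.199 and 0.269 CPM. The 2 groups were therefore separated by sex-linked expression as well as by treatment in all 5 libraries, while male mice are the mice named in the Methods.

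**Figure D1:**
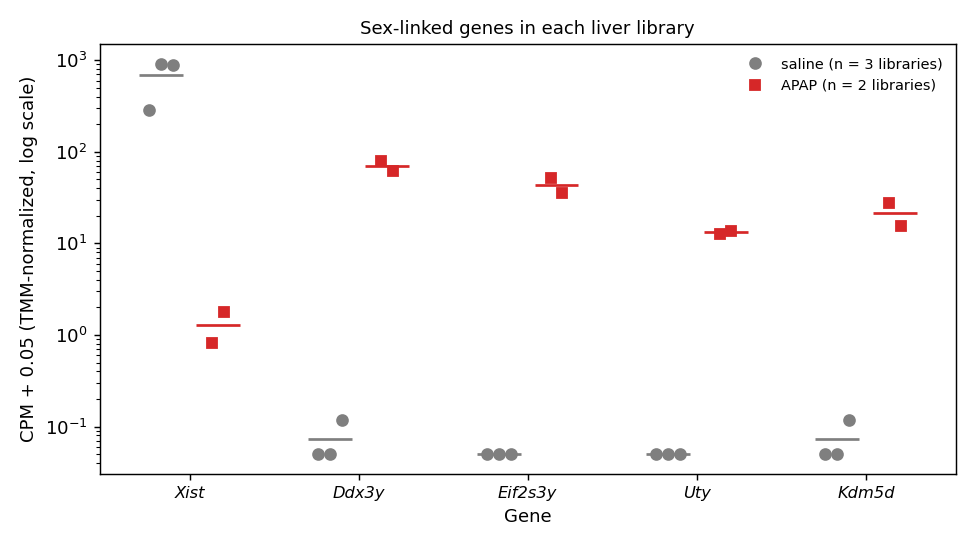
CPM of Xist and of 4 Y-linked genes in each library on a log axis, with 0.05 added to every value. Gray circles are the 3 saline libraries, red squares the 2 APAP libraries and horizontal lines the group means. Xist lies between 289.6 and 914 CPM in the saline libraries and at most at 1.73 CPM in the APAP libraries, and the Y-linked genes show the opposite order.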

We performed bulk RNA-Seq in the liver tissue. 

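Of the 34745 genes listed, 14810 had no count in any library and 13734 passed the filter on low counts and were tested. With a fold change of at least 1.5 and an unadjusted P under 0.05, 3228 genes differed between APAP and saline livers, of which 1696 were higher and 1532 were lower with APAP. Chance would give 686.7 genes at that P without the fold change threshold. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 993 genes had an adjusted p under 0.05 (508 higher and 485 lower), and each of them also passed the fold change threshold. The libraries of the groups did not overlap in 6057 of the genes tested (44.1%, where chance gives 20%). The common dispersion was 0.111, a biological coefficient of variation of 33.3%. The alternative that moved the 3228 genes most was a log2 fold change of at least 1.5 with the adjusted p, which left 679. Scaling to library size only raised the share of higher genes from 52.5% to 82.0%. Leaving out the saline library WT2 lowered the 993 genes to 165.
Among genes with a mean of at least 10 CPM in the higher group, the 5 highest fitted log2 fold changes were those of Sprr1a, Mmp10 and the Y-linked genes Eif2s3y, Ddx3y and Uty. The fitted values of genes with about 0 counts in a group depend on the prior count, so this order is not one of measured changes. Sprr1a was at least 204-fold and Mmp10 at least 43.6-fold higher with APAP (24.7-fold without APAP replicate 3), with 0 counts in all saline libraries. The 5 lowest fitted values, with the same limit, were those of Mup15, Cyp3a41b, Sult2a5, Cyp3a41a and Sult2a1, of which all but Mup15 belong to a list of 28 genes known to be higher in female than in male mouse liver. Cyp3a41b and Sult2a5, with 0 counts in both APAP libraries, were at least 85.4-fold and 74.9-fold lower. Without WT3 the bound of Cyp3a41b was 45.8-fold. Mup15 was at least 799.6-fold lower, but 100% of its 50-base words occur in other genes, so its count is uncertain, as are those of Cyp3a41a and Cyp3a41b, for which the share was 98.6% and 93.5%.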

In total, 1,545 genes were differentially expressed (fold change ≥ 1.5, *P* < 0.05) between the APAP and the control groups, with 881 genes being upregulated and 664 downregulated (Figure 7A). 

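The KEGG collection was not used here, and Reactome pathways were tested in its place with a one-sided hypergeometric test against the tested genes. Of the 12790 tested genes with an Entrez identifier, 3037 were DEGs at a fold change of at least 1.5 and an unadjusted P under 0.05. Of 854 pathways with 10 to 500 tested genes, 40 had a Benjamini-Hochberg adjusted p under 0.05 in the hypergeometric test. The pathway with the smallest adjusted p was Biological oxidations, with 91 DEGs among 157 genes (2.44-fold enrichment, adjusted p = 2.38e-17). Xenobiotics had 29 DEGs among 36 genes (3.39-fold, adjusted p = 1.64e-10), and Cytochrome P450 had 47 among 71 (2.79-fold, adjusted p = 7.39e-12). Phase II conjugation was less enriched, with 34 DEGs among 67 genes (2.14-fold, adjusted p = 1.74e-04). Genes in these pathways are not independent of each other. With downregulated DEGs only, Biological oxidations was enriched 4.34-fold, and Xenobiotics among upregulated DEGs only was at 0.221-fold. The number of pathways moved most with scaling to library size only, which gave 131. In 6 families of drug-metabolizing enzymes (Cyp1 to Cyp3, Ugt, Gst, Sult, Adh and Aldh, and Ces, Fmo and Ephx), 103 of 139 tested genes were DEGs against 23.0% of the other genes (odds ratio 9.58, adjusted p = 8.15e-36 from Fisher's exact test; odds ratio 4.58 with scaling to library size only), 91 of them lower with APAP. The families include Sult2a and Cyp3a genes on the list of female-biased genes. Neither the pathway enrichments nor the odds ratio was recomputed without female-biased genes. A part of them may therefore reflect a sex difference between the groups and not APAP.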

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that the differentially expressed genes (DEGs) were primarily enriched in the pathways involved in the metabolisms of xenobiotics and drug (Figure 7B). Among the DEGs, APAP did not affect the *Pxr* but decreased the expressions of several PXR target genes including *Cyp3a11*, *Cyp27a1*, and *Cyp3a44* (Figure 7C). 

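Pxr is listed as Nr1i2 (ENSMUSG00000022809) and lies on chromosome 16 of GRCm38 from 38248323 to 38294824. It was at 63.9 ± 0.670 CPM (SD, n = 2 libraries) with APAP and at 91.8 ± 15.3 CPM (SD, n = 3) with saline, 69.6% of the saline mean. The log2 fold change of −0.52 (standard error 0.23) had an adjusted p of 0.208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and stayed between −0.63 and −0.15 under the 13 alternatives. None of the 11 of these that gave a test had an adjusted p under 0.05.
Cyp3a11 (ENSMUSG00000056035, chromosome 5, 145854426 to 145879964) was at 428 ± 263 CPM (SD, n = 2) with APAP and at 2699 ± 931 CPM (SD, n = 3) with saline. Its log2 fold change was −2.66 (standard error 0.55, adjusted p = 0.0374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the saline library WT1 it was −2.37, and without WT2 −2.66, and in both fits the adjusted p was no longer under 0.05. Without APAP replicate 1 it was −3.48, and without APAP replicate 3 −2.14. Of the 50-base words of its transcript, 14.8% occur in other genes, the closest being Cyp3a41a. Cyp27a1 (ENSMUSG00000026170, chromosome 1, 74713574 to 74737892) shared none and was at 92.8 ± 2.81 CPM (SD, n = 2) with APAP and at 527 ± 75.9 CPM (SD, n = 3) with saline, a log2 fold change of −2.504 (standard error 0.27, adjusted p = 0.00523 from the same test). Cyp3a44 (ENSMUSG00000054417, chromosome 5, 145773983 to 145805874) fell furthest of the 3, from 169.8 ± 33.7 CPM (SD, n = 3) with saline to 2.90 ± 2.11 CPM (SD, n = 2) with APAP, a log2 fold change of −5.87 (standard error 0.57, adjusted p = 0.00433 from the same test), which was −5.27 without APAP replicate 1 and −6.90 without APAP replicate 3. Cyp3a44 is on the list of female-biased genes, whose median log2 fold change was −6.29, and 26.5% of its words occur in other genes. Cyp27a1 and Cyp3a44 had an adjusted p under 0.05 in all 11 alternatives that gave a test. From Fig. 7C, the paper states that APAP decreased PXR target genes while Pxr itself was not affected, and it went on to compare Cyp3a11 between livers replenished with PXR-WT and PXR-C307A.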

The high-throughput results were validated by using qPCR (Figure 7D).

Among the PXR target genes, *Cyp3a11* plays an important role in the production of the reactive metabolite NAPQI (32). We compared the hepatic mRNA levels of *Cyp3a11* between the PXR-WT–replenished and PXR-C307A–replenished *PXR^–/–^* mice after APAP overdose. As shown in Figure 7E, the expression level of *Cyp3a11* was significantly increased with PXR-C307A replenishment. We further analyzed APAP metabolites in the mouse serum samples. After APAP overdose, PXR-C307A mice had a significantly increased level of APAP-cysteine (APAP-Cys), which is a protein adduct formed by unstable NAPQI by covalent binding to the cysteine residues (33) (Figure 7F). However, the level of APAP-glucuronide (APAP-Glu) was not different (Figure 7G). Consistently, the levels of hepatic GSH were further reduced in the PXR-C307A–replenished *PXR^–/–^* mice (Figure 7H). Taken together, these results indicate that SNO-PXR might ameliorate APAP-induced hepatotoxicity by inhibiting the formation of reactive metabolites.

### Therapeutic administration of GSNOR inhibitor protected mice from AILI.

Inhibition of GSNOR results in enhanced levels of SNO (34). C57BL/6J mice were injected with APAP and, 2 hours later, GSNOR inhibitor N6022 (5 mg/kg). As shown in Figure 8, A and B, N6022 increased the SNO of PXR and decreased its protein level in the livers. N6022 significantly decreased the mRNA levels of *Cyp3a11* in the livers and the content of APAP-Cys in the serum samples (Figure 8, C–E). Additionally, N6022 increased hepatic GSH levels (Figure 8F). Histological evaluation showed that N6022 prevented liver necrosis (Figure 8, G–I) and reduced circulating AST and ALT levels (Figure 8, J and K). N6022 downregulated the liver and serum levels of HMGB1 (Figure 8, L and M). Furthermore, N6022 decreased *Tnfa*, *Il6*, *Il1b*, *Cxcl2*, and *Ccl2* mRNA levels in the livers (Figure 8N). These results suggest that the GSNOR inhibitor promoted SNO-PXR and protected the AILI.

## Discussion

In this study, we demonstrated that APAP induced SNO of PXR, which is a posttranslational modification to mitigate the activity of this master regulator of drug metabolism. Nullifying the SNO-PXR exacerbated the liver injury in mice in response to APAP overdose.

Here, we provided both in vitro and in vivo evidence that PXR undergoes SNO in response to APAP or NO donors. This modification was experimentally proven in hepatocytes (HepG2 cell line and mouse primary hepatocytes) and mouse livers (liver extracts with GSNO and liver tissues after APAP overdose) (Figure 1) by using biotin switch assay. SNO was also detected with recombinant human PXR protein by using LC-MS/MS (Supplemental Figure 6). Of functional importance, the SNO negatively regulated PXR activity (Figures 2 and 3). This notion is supported by the following results: (a) GSNO treatment deceased expressions of the PXR target gene as well as the luciferase reporter gene; (b) GSNO decreased the DNA binding of PXR to the regulatory regions of the target genes; (c) GSNO destabilized PXR and decreased its protein level; and (d) disruption of the SNO at cysteine 307 abolished the above-mentioned inhibitory effects on PXR (Figure 4).

The SNO of PXR is of potential importance in the pathogenesis of DILI. This SNO signaling pathway coordinates protective pathways after injury. Our findings show that overdosed APAP led to SNO and degradation of PXR (Figure 5). In addition, the protein level of PXR was decreased at 12 and 24 hours after APAP treatment, whereas SNO levels were increased (Figure 5). The immunofluorescence study also revealed an inverse relationship between the levels of SNO-cysteine and PXR in the livers from the APAP-overdosed mice. Particularly, SNO-cysteine was accumulated at the centrilobular regions where PXR expression was the lowest. Immunoblotting analysis confirmed that APAP triggered SNO of PXR in the mouse livers and subsequently decreased PXR protein levels (Figure 5). Guo et al. (13) previously reported that PCN markedly enhanced AILI in WT but not in PXR-null mice. Further analysis showed that, following PCN treatment, PXR-null mice had lower *Cyp3a11* expression, decreased NAPQI formation, and increased hepatic GSH content compared with WT mice (13). In our present study, abolishing the SNO-PXR resulted in overexpression of *Cyp3a11* and excessive production of APAP-cysteine adducts, leading to exacerbated hepatotoxicity in response to APAP (Figures 6 and 7). Therefore, SNO-PXR may have potential therapeutic value for liver injury. N6022, a first-in-class inhibitor of GSNOR, induced SNO-PXR and protected against APAP-induced hepatotoxicity in mice (Figure 8). In fact, emerging evidence has demonstrated that PXR is a therapeutic target for drug-induced liver injuries (9, 35, 36).

Since SNO is a redox-sensitive and reversible process, this modification may represent a fine-tuning mechanism to adjust PXR activity in response to the tissue milieu and metabolic cues. Our data reveal that SNO-PXR as well as global protein SNO occurred in a time-specific manner in the livers after APAP overdose (Figure 5, G and H). At 72 hours and 96 hours, SNO-PXR returned to the basal level with the concomitant recovery of the cellular and biochemical parameters of liver injury. However, in the PXR-C307A–replenished mice, the recovery was significantly delayed (Figure 6). One of the interpretation is the prolonged inflammatory responses (Figure 6, G–I).

Although our studies focused on the SNO-mediated regulation of the PXR, SNO of other protein substrates may also contribute to the liver protection. This is also suggested by our observation in the ChIP assays where the DNA-binding capacity of the PXR-C307A mutant remained largely preserved under the nitrosative stress (GSNO) but was still lower than that of the PXR-WT (Figure 4F). It is likely explained by the SNO of retinoid X receptor α (RXRα), which is the obligatory dimerization partner of PXR for DNA-binding (37). Cox et al. showed that inhibition of GSNOR resulted in a temporary SNO of nuclear factor erythroid 2-related factor 2 (Nrf2) binding partner Keap1, thereby amplifying the availability of Nrf2 (20). SNO of caspase-8 interrupted mitochondrial apoptotic pathway and protected rat hepatocytes from TNF-α–induced cell death (38). In addition, SNO has been also considered to be protective in the ischemic-reperfusion injury in the hearts (39). In contrast, detrimental roles of SNO have also been described. Yang et al. demonstrated that iNOS-mediated SNO of IRE1α, a key sensor and regulator safe-guarding the protein quality and endoplasmic reticulum (ER) homeostasis, was implicated in the ER dysfunction and the development of obesity (40). GSNOR deficiency in the liver leads to SNO of lysosomal proteins and impaired mitophagy, contributing to obesity and liver insulin resistance (41). Thus, it is conceivable that a role of protein SNO in DILI must be interpreted in a substrate- and context-specific scenario.

PXR regulates drug metabolism in a highly species-specific manner (42). The cysteine residue undergoing SNO in vitro and in vivo (C307 in human PXR) is evolutionarily conserved from zebrafish to humans. Relevance of the SNO-PXR to the human DILI was supported since APAP induced this modification in both mouse and human hepatocytes. Importantly, replenishing the *PXR^–/–^* mouse livers with adenoviruses expressing WT or the SNO-mutant C307A demonstrated that SNO-mediated antagonism of PXR may be an intrinsic mechanism to prevent liver injury due to uncontrollable activation of this xenobiotic nuclear receptor. Our results are in agreement with the previous findings that the gene deficiency in GSNOR led to increased SNO and ameliorated AILI in zebrafish and mice (20), and our results with the C307A mutant suggest that SNO-PXR could be a primary mediator of such effects.

PXR could undergo ubiquitination by RANBP2-type and C3HC4-type zinc finger–containing 1 (RBCK1) (43), ubiquitin protein ligase E3 component N-recognin 5 (UBR5) (44), and tripartite motif containing 21 (TRIM21) (45). The ubiquitinylation led to the proteasome-mediated degradation of PXR. In this study, GSNO and/or APAP caused SNO and concomitant ubiquitination with ensuing degradation in hepatocytes and the liver. The SNO is thought to drive the interplay of this posttranslational modification because nullifying C307 abrogated the ubiquitination and restabilized PXR protein upon the exposure to NO donors and/or APAP. Notably, other forms of posttranslational modifications, including phosphorylation (46), acetylation (47), and SUMOylation (48, 49), have also been shown to either negatively or positively regulate the PXR activity. Poly(ADP-ribosyl)ation of PXR by PARP1 was found to contribute to the AILI in mice (50). The interactions among SNO and these diverse forms of posttranslational modifications warrant in-depth investigation.

In summary, we herein uncovered that SNO PXR plays an important role in APAP-induced hepatotoxicity. Pharmacological targeting of this NO-mediated modification may represent a strategy to manage liver diseases related to drug uses.

## Methods

### Reagents.

MG132, CHX, CQ, sodium ascorbate, methyl-methanethiosulfonate (MMTS), biotin-maleimide, dithiothreitol (DTT), GSNO, streptavidin-agarose, neocuproine, dexamethasone, insulin, HEPES, EGTA, collagenase I, and NaHCO_3_ were from Sigma-Aldrich. APAP was from MedChemExpress. N6022 was from Selleckchem. DETA-NONOate and isopropyl β-D-1-thiogalactopyranoside (IPTG) were from Abcam. APAP-Cys and APAP-Glu were from Toronto Research Chemicals.

### Animals.

Male C57BL/6J, *GSNOR^–/–^*, and *PXR^–/–^* mice (aged 8–10 weeks, weighing 20–25 g) were used in this study. C57BL/6J mice were from Charles River Laboratories. *GSNOR^–/–^* mice were provided by Limin Liu (UCSF, San Francisco, California, USA). *PXR^–/–^* mice were in the C57BL/6J background and generated by deleting Exon 5 with CRISPR/Cas9 system. The genotypes were confirmed by sequencing PCR products of mouse genomic DNA with the primers shown in Supplemental Table 1. All colonies were bred and housed in the M.I.C.E Caging System (Animal Care System) under specific pathogen–free conditions.

### Mouse model of AILI.

After fasting for 12 hours, mice were i.p. injected with freshly made APAP solution (300 mg/kg) or saline and subjected to subsequent analyses at various time points. N6022 was first dissolved in DMSO and diluted with warm PBS before i.p. injection. Blood was collected under isoflurane anesthesia by retro-orbital bleeding. The livers were collected for protein extraction or for histopathological and immunohistological studies.

### Cell culture.

HepG2 and the transformed human embryonic kidney cell line HEK293 were obtained from American Type Culture Collection and maintained in DMEM with 10% FBS (Invitrogen).

Primary mouse hepatocytes were isolated and cultured in RPMI 1640 medium with 10% FBS, insulin (2.5 nM), and dexamethasone (1 nM) (51, 52). Briefly, mouse livers underwent a 2-step collagenase perfusion through the portal vein with Solution 1 (2 mM EGTA, 20 mM HEPES, and 10 mM NaHCO_3_) and Solution 2 (0.05% collagenase I). The livers were minced. The hepatocytes dispersed in culture medium were filtered through a nylon mesh filter and seeded at a density of 1 × 10^7^ cells/10 cm dish on collagen-coated plates (Sigma-Aldrich).

### Detection of SNO-PXR.

SNO of PXR was detected using the IBP method as described previously (18). Briefly, lysed cells or liver tissues were incubated in 20 mM MMTS supplemented with 2.5% sodium dodecyl sulfate (SDS) to block free thiols (50°C, 1 hour). After precipitation with cold acetone, the pellet was resuspended in a 10 mM ascorbate buffer containing 0.2 mM biotin-maleimide for labeling the reduced S-nitrosothiols (37°C, 1 hour). The efficiency of free thiol blocking was examined by performing a negative control without ascorbate. The proteins were boiled in a 200 mM DTT buffer to reduce potential intermolecular disulfide bonds (95°C, 15 minutes). The biotinylated proteins were pulled down using streptavidin-agarose beads and washed with a buffer containing 100 mM NaCl and 2.5% SDS before being denatured in loading buffer. SNO-PXR was analyzed by Western blotting.

### Plasmids.

The full-length human *PXR* gene (NM_003889) was subcloned into pcDNA3.0 (HA tagged) to generate HA-PXR WT expression plasmid. PXR mutants Cys182 (HA-PXR-C182A) and Cys307 (HA-PXR-C307A) were made by using QuikChange Lightning Site-Directed Mutagenesis Kit (Agilent Technologies) and confirmed by DNA sequencing. PXRE-luciferase reporter plasmid (pCYP3A4 XREM –362/+53) contains a PXR enhancer from the 5′-flanking region (–362/+53) of the human CYP3A4 gene and was described previously (53).

### Recombinant adenoviruses and infection.

Recombinant Ad–PXR-WT and PXR-C307A were generated using AdEasy Adenoviral Vector System (Agilent) according to manufactures instruction. Purified Ad–PXR-WT or Ad–PXR-C307A was injected via tail vein into *PXR^–/–^* mice at a dose of 1 × 10^10^ plaque-forming units (PFU). After a 48-hour infection, mice were i.p. injected with APAP (300 mg/kg). Mice were euthanized in a carbon dioxide chamber at 12 hours for collection of serum and liver tissues (*n* = 6/group).

HepG2 cells were infected with Ad-PXR or Ad-GFP (as control vector) at a multiplicity of infection (MOI) of 50 for 2 hours (54). HepG2 cells were also coinfected with Ad–VP-PXR, together with Ad-tTA, encoding a tetracycline-responsive transactivator (a tet-off system) (55). Cells maintained in the presence of tetracycline (1 μg/mL) were used as a control.

### Protein extraction and Western blotting.

Cells and tissues were homogenized with ice-cold RIPA lysis buffer to extract whole protein. Cytoplasmic and nuclear fractions were extracted using hypotonic lysis buffer (10 mM Tris-HCl [pH 7.5], 1.5 mM MgCl_2_, 10 mM KCl, 0.5% [v/v] NP-40) and hypertonic buffer (20 mM Tris-HCl [pH 7.5], 1.5 mM MgCl_2_, 420 mM NaCl, 10% [v/v] glycerol), respectively. Equal amounts of protein were resolved on SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membrane. Primary and secondary antibodies used are detailed in the Supplemental Table 2. The enhanced chemiluminescence system (ECL) (MilliporeSigma) was used to detect the signal. Densitometric analyses of Western blots were performed using ImageJ software (NIH).

### Ubiquitination assay.

Cells were lysed in ice-cold nondenaturing lysis buffer (50 mM Tris-HCl [pH 7.5], 0.5% NP-40, 120 mM NaCl) supplemented with protease inhibitor cocktail (Roche). Cell lysates were precleared and immunoprecipitated with a mouse monoclonal antibody against PXR and protein G Dynabeads (Invitrogen). The immunoprecipitates were washed with NTEN buffer (20 mM Tris-HCl [pH 8.0], 100 mM NaCl, 1 mM EDTA, 0.5% NP-40), denatured in loading buffer, and subjected to Western blotting with PXR and ubiquitin antibodies.

### qPCR.

Total RNA was extracted by using TRIzol reagent and was reverse transcribed with the iScript RT Supermix containing Moloney murine leukemia virus reverse transcriptase (M-MLV) and oligo (dT) primer mix (Bio-Rad). PCR reactions were performed with the use of specific primers on ABI 7500 real-time PCR system (Applied Biosystems) with SYBR green ﬂuorescence (Promega). Gene expression levels were quantified by using the 2^–ΔΔCt^ method, normalized to GAPDH and expressed as fold induction. Primer sequences are detailed in Supplemental Table 3.

### Immunofluorescence.

Cells were fixed with 4% paraformaldehyde (PFA), blocked with 5% BSA containing 0.3% Triton X-100, and then incubated with the primary rabbit polyclonal antibody against PXR at 4°C overnight. After being washed with PBS, sections were incubated with Alexa Fluor 488–conjugated goat anti–rabbit IgG antibody at 37°C for 1 hour, cells were counterstained with DAPI. Primary and secondary antibodies used are detailed in the Supplemental Table 2.

Mouse liver cryosections were permeabilized with 0.1% Triton X-100, blocked with 3% BSA, and then incubated with primary mouse monoclonal antibody against SNO-Cysteine or the PXR antibody. The sections were incubated with Alexa Fluor 555–conjugated goat anti-mouse or Alexa Fluor 488–conjugated goat anti-rabbit secondary antibodies. Primary and secondary antibodies used are detailed in the Supplemental Table 2. Fluorescence signal was observed using a Nikon E-C2 confocal laser scanning microscope and analyzed using NIS-Elements Advanced Research software (Nikon).

### Luciferase reporter assay.

HEK293 cells were transfected with PXR-WT, PXR-C182A, or PXR-C307A expression plasmids with the PXRE-luciferase reporter plasmid. A β-galactosidase (β-gal) plasmid was cotransfected. Luciferase assays were performed with the use of a luciferase reporter assay system (Promega) according to the manufacturer’s instructions. β-Gal activity was measured to normalize the transfection efficiency.

### Histopathology and IHC analysis.

Paraffin-embedded liver samples were sectioned, dewaxed, and hydrated. Sections were stained with H&E for histopathological evaluation. The quantification of the necrotic area was determined by ImageJ software. Programmed cell death was examined by using ApopTag Peroxidase In Situ Apoptosis Detection Kit (Sigma-Aldrich). TUNEL^+^ cells were counted in 6 randomly selected microscopic fields per section and expressed as percentages of the total number of hepatocytes.

### Biochemical analysis.

Serum AST and ALT were measured using activity colorimetric assay kits (Abcam). Serum HMGB1 levels were determined by using ELISA kit (BioVision). Liver GSH measurements were performed using GSH assay kit (Sigma-Aldrich).

### Expression and purification of recombinant PXR protein.

Human PXR was subcloned into pET-28a (+) vector to produce recombinant protein in *E. coli*. Briefly, BL21 cells were transfected with His-PXR plasmid; the expression was induced by IPTG (0.2 mM, 16°C, 18 hours). Cells were harvested, sonicated, and purified with Ni-NTA agarose beads (Qiagen). The recombinant protein was collected with elution buffer.

### MS determination of S-nitrosylated sites.

Purified His-PXR protein (200 μg) was incubated with GSNO (0.5 mM) for 30 minutes at room temperature. Free thiols were blocked by MMTS, and S-nitrosylated proteins were labeled by biotin-maleimide. Then, the biotinylated proteins were immunoprecipitated with avidin-coupled agarose beads and trypsinized. SNO of the recombinant PXR was detected using LC-MS/MS analysis.

### ChIP assay.

HepG2 cells were cross-linked with 1% formaldehyde for 10 minutes, harvested, and sonicated (25 W, 15 seconds ×3). A mouse monoclonal antibody against PXR (see Supplemental Table 2 for detailed information) or mouse IgG_1_ as a control was used to immunoprecipitate the sheared chromatin. After incubation with protein A/G agarose beads, the immunocomplexes were washed and eluted. DNA was purified and amplified with specific primers (Supplemental Table 4) flanking the known PXRE motifs in the regulatory regions of the human *CYP3A4* and *UGT1A1* genes. Relative DNA binding was expressed as fold enrichment above those amplified from the IgG-precipitated DNA.

### RNA-Seq analysis.

Total RNA was extracted from the livers of APAP-treated or control mice by using TRIzol reagent (Invitrogen). RNA purity and quantification were performed by using NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). The libraries were constructed and sequenced on an Illumina NovaSeq 6000 platform. FPKM of each gene was calculated using Stringtie, and the read counts of each gene were obtained by HISAT2. 

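The counts of each pair of libraries within a group differed by far more than sampling noise (chi-square per degree of freedom 46.7 to 99.8). This argues against repeated counts of 1 library, but it cannot tell separate mice from separate preparations of 1 liver. Each library was counted as a separate sample by its name. Pearson's r of log2 CPM, taken across genes, which are not independent replicates, was 0.954 between the APAP libraries, 0.945 to 0.972 among the saline libraries and 0.889 to 0.922 between the groups.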

Differential expression analysis was performed using the edgeR. *P* < 0.05 was set as the threshold for significantly differential expression. Hierarchical cluster analysis of DEGs was performed to demonstrate the expression pattern of genes. KEGG pathway enrichment analysis of DEGs was performed using R based on the hypergeometric distribution. The transcriptome sequencing and analysis were conducted by SHBIO.

### APAP metabolite analysis.

Blood samples (0.5 mL) were centrifuged (3,000*g*, 4°C, 10 minutes), and the serum samples were snap frozen in liquid nitrogen and stored at –80°C until analysis. APAP-Glu and APAP-Cys were analyzed as previously described (56, 57). Briefly, samples were added at twice the volume of methanol/acetonitrile (1:1, v/v). The mixtures were vortexed for 2 minutes and centrifuged twice at 13,000*g* for 10 minutes at 4°C. Supernatants were injected into LC-MS/MS (Shimadzu), operated in the negative ion electrospray mode with selective ion monitoring. A WondaCract ODS-2 column (5 μm, 150 × 4.6 mm) was used for chromatographic separation. Methanol/acetonitrile (1:1, v/v) and 0.1% formic acid and water (55:45) were used as the mobile phase delivered at a flow rate of 0.5 mL/min. The following mass spectrometric conditions were used: curtain gas, 25 psi; temperature, 500°C; GS1 (nebulizer gas), 40 psi; GS2 (heating gas), 30 psi; collision energy, 35 eV (for glucuronide) or 24 eV (for cysteine); and declustering potential, 34 V (for glucuronide) or 35 V (for cysteine). The multiple reaction monitoring (MRM) conditions used for APAP-Glu and APAP-Cys were *m/z* (mass-to-charge ratio) 326→150 and *m/z* 268.9→182 (production spectra). Standard curves corresponded to peak area ratios of each analyte using weighted linear least squares regression for APAP-Glu and APAP-Cys; the linearity coefficients of determination (*R*^2^) were 0.99994 and 0.9987, respectively. Concentrations of metabolites were measured by comparing the peak area ratios after the unknown samples to the standard curve for each metabolite. The pharmacokinetic parameters were estimated by using the WinNonlin software from Pharsight.

### Plasmids and siRNA transfection.

Transient transfection was performed using Lipofectamine 3000 (for plasmids) or Lipofectamine RNAiMAX (for siRNA) according to the manufacturer’s instructions (Invitrogen). The siRNA sequences targeting mouse *Inos* were shown in Supplemental Table 5. The siRNA with scrambled sequence was used as a negative control (NC siRNA).

### Statistics.

All data are reported as mean ± SEM, and statistical analyses were performed in Prism 8 (GraphPad Software). All experiments had at least 3 individual biological repeats. Comparisons between 2 groups were analyzed using 2-tailed, unpaired Student’s *t* test. Comparisons between 3 or more groups were performed using 1-way or 2-way ANOVA followed by Tukey’s or Bonferroni’s test. *P* values less than 0.05 were considered statistically significant.

### Study approval.

The study was approved by the IACUC of Animals of the Dalian Medical University (AEE18066) and Xi’an Jiaotong University (2022-1384).

### Data availability.

The data that support the findings of this study are available within the article and its supplemental tables and figures. All data in the manuscript and supplemental material presented in graphs are provided in the Supporting Data Values file. The raw RNA-Seq data have been deposited in the NCBI Gene Expression Omnibus database (GEO GSE243679). Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

## Author contributions

QC, TJ, XX, TL, QY, JL, and CC performed the experiments and analyzed the data; HW, YC, QL, LQ, and BL performed the experiments; QC drafted the paper; and QC, LX, and NW designed the study, analyzed the results, and revised the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
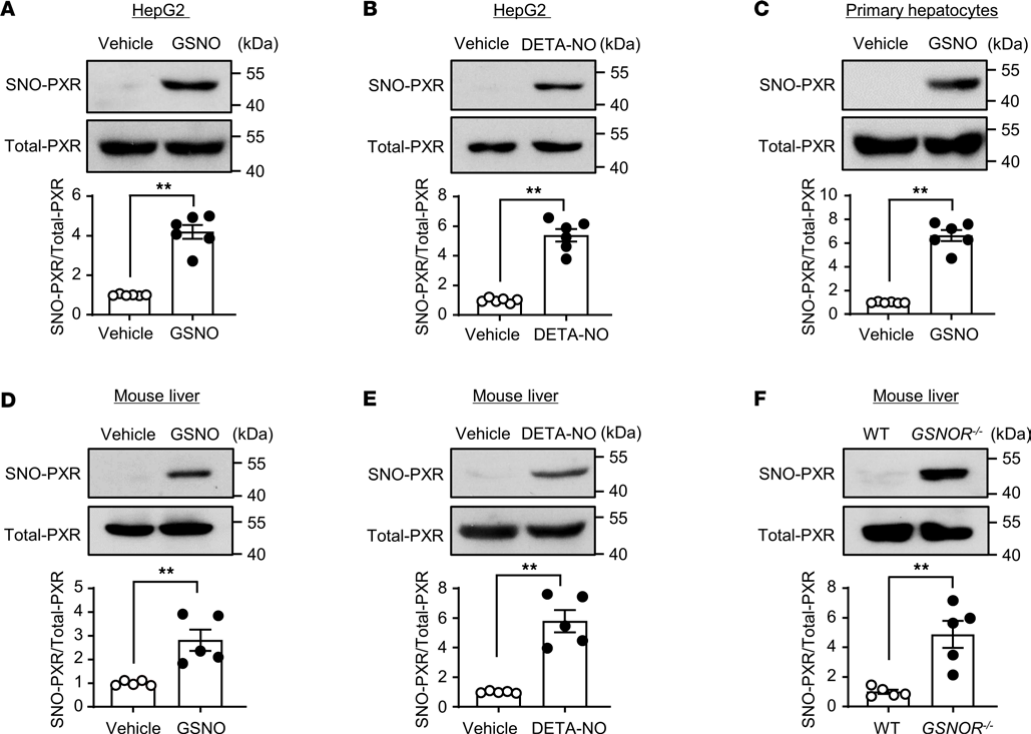
PXR was S-nitrosylated in cultured hepatocytes and mouse livers. (**A**) HepG2 cells were infected with Ad-PXR for 24 hours and exposed to GSNO (0.5 mM, 4 hours). Cell lysates were subjected to IBP to detect S-nitrosylation of PXR (SNO-PXR) level (*n* = 6). (**B**) HepG2 cells were exposed to DETA-NO (1 mM, 12 hours) (*n* = 6). (**C**) Mouse primary hepatocytes were exposed to GSNO (0.5 mM, 4 hours) (*n* = 6). (**D** and **E**) C57BL/6J mouse liver tissues were homogenized, and the lysates were treated with GSNO (0.5 mM, 1 hour) (**D**) or DETA-NO (1 mM, 1 hour) (**E**) and subjected to IBP (*n* = 5). (**F**) WT and *GSNOR*^–/–^ mouse liver tissues were homogenized, and the lysates were subjected to IBP (*n* = 5). All data were expressed as mean ± SEM. Statistical analysis was performed using 2-tailed Student’s *t* test; **P < 0.01.

**Figure 2:**
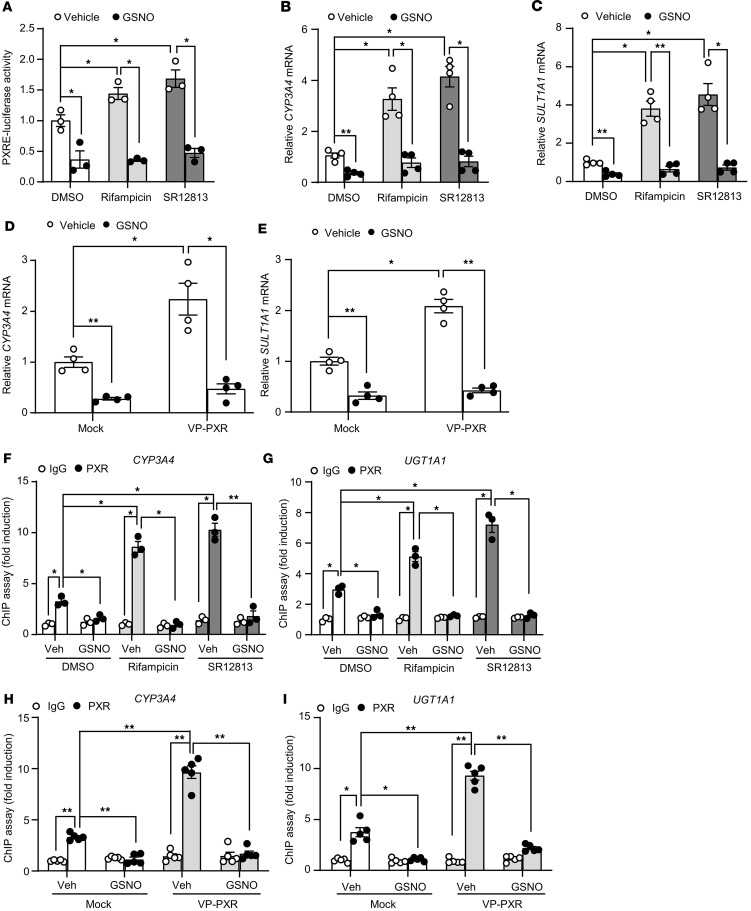
S-nitrosylation suppressed the transactivatioal capacity of PXR. (**A**) HepG2 cells were cotransfected with HA-PXR, PXRE-luciferase receptor, and β-gal plasmids. After 24-hour transfection, cells were pretreated with GSNO (0.5 mM, 4 hours) before the exposure to rifampicin (10 μM, 24 hours) or SR12813 (1 μM, 24 hours). The luciferase activities were measured and normalized to β-gal activity (*n* = 3). (**B** and **C**) After pretreatment with GSNO, HepG2 cells were stimulated with rifampicin or SR12813 for 24 hours. The mRNA levels of *CYP3A4* (**B**) and *SULT1A1* (**C**) were assessed by using qPCR (*n* = 4). (**D** and **E**) HepG2 cells were coinfected with Ad–VP-PXR together with Ad-tTA in the presence (Mock) or absence of Tc (1 μg/mL) for 24 hours and then exposed to GSNO (0.5 mM, 24 hours). The mRNA levels of *CYP3A4* (**D**) and *SULT1A1* (**E**) were assessed (*n* = 4). (**F** and **G**) After pretreatment with GSNO, HepG2 cells were stimulated with rifampicin or SR12813 for 24 hours. ChIP assays were performed with PXR antibody and primers flanking the PXRE motif in the *CYP3A4* (**F**) and *UGT1A1* (**G**) promoter region. The qPCR results were expressed as fold change compared with IgG control (*n* = 3). (**H** and **I**) HepG2 cells were coinfected with Ad–VP-PXR together with Ad-tTA in the presence (Mock) or absence of Tc (1 μg/mL) for 24 hours and then exposed to GSNO (0.5 mM, 24 hours). ChIP assays were performed with PXR antibody and primers flanking the PXRE motif in the *CYP3A4* (**H**) and *UGT1A1* (**I**) promoter region (*n* = 5). Data were expressed as mean ± SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey’s multiple-comparison test; *P < 0.05, **P < 0.01.

**Figure 3:**
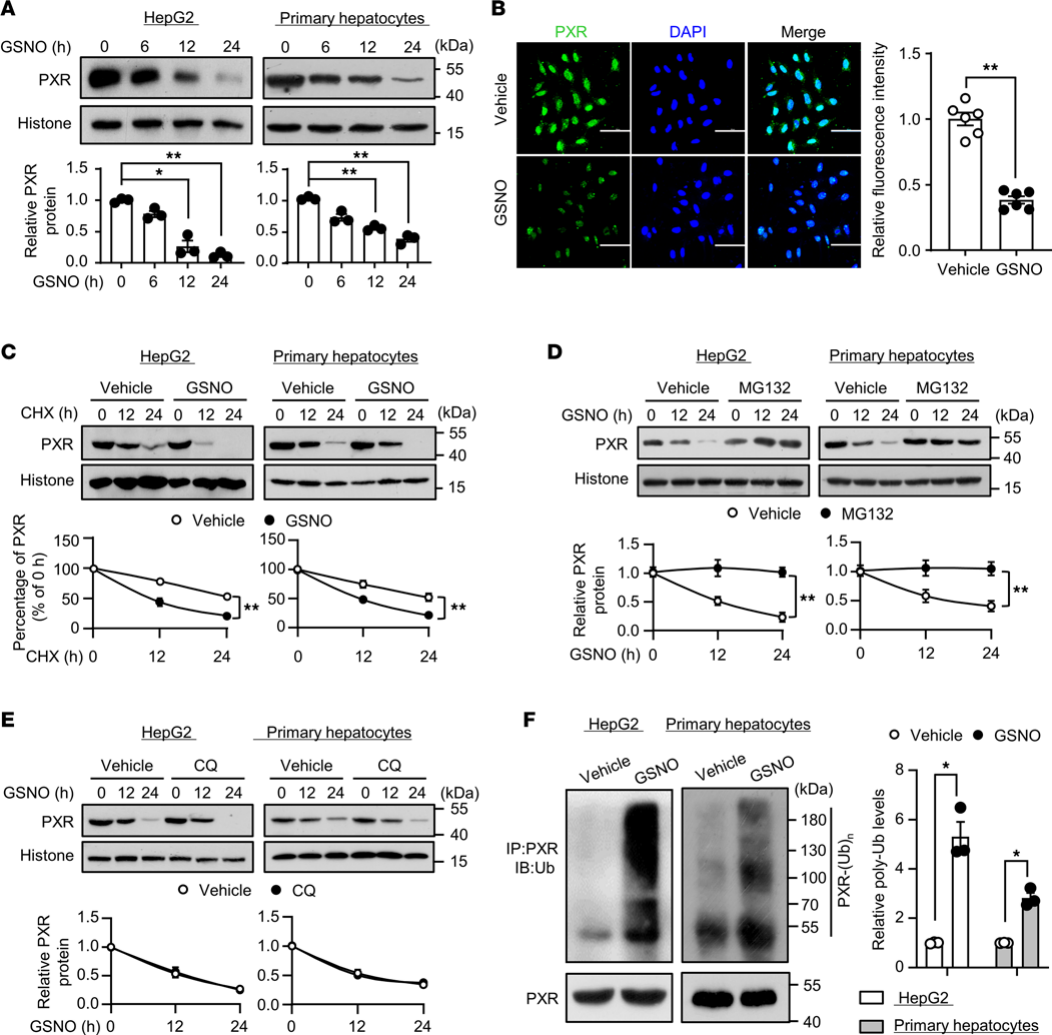
S-nitrosylation destabilized PXR protein via proteasome-dependent degradation. (**A**) HepG2 cells were infected with Ad-PXR for 24 hours, or mouse primary hepatocytes were exposed to GSNO (0.5 mM) for indicated times. Nuclear PXR protein level was detected by using Western blotting (*n* = 3). (**B**) HepG2 cells were infected with Ad-PXR for 24 hours before being exposed to GSNO (0.5 mM, 12 hours) and were then subjected to immunofluorescence staining for PXR. Nuclei were counterstained with DAPI. Graph shows the mean fluorescence intensity (*n* = 6). Scale bars: 100 μm. (**C**) HepG2 cells or mouse primary hepatocytes were pretreated with CHX (30 μg/mL, 1 hour) before the exposure to GSNO for indicated times. Nuclear proteins were extracted and analyzed (*n* = 3). (**D** and **E**) HepG2 cells or mouse primary hepatocytes were pretreated with MG132 (10 μM, 1 hour) (**D**) or CQ (20 μM, 1 hour) (**E**) before the exposure to GSNO for indicated times. Nuclear proteins were extracted and analyzed (*n* = 3). (**F**) HepG2 cells or mouse primary hepatocytes were treated with GSNO (0.5 mM, 12 hours) and MG132 (10 μM, 6 hours) before harvesting. PXR was immunoprecipitated using anti-PXR antibody. The immunoprecipitates (IP) and whole-cell extracts were analyzed by Western blotting using an anti-Ub and anti-PXR antibody, respectively (*n* = 3). All data were expressed as mean ± SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey’s multiple-comparison test (**A**), 2-tailed Student’s *t* test (**B** and **F**), or multiple-comparison 2-way ANOVA with Bonferroni’s post hoc test (**C**, **D**, and **E**); *P < 0.05, **P < 0.01.

**Figure 4:**
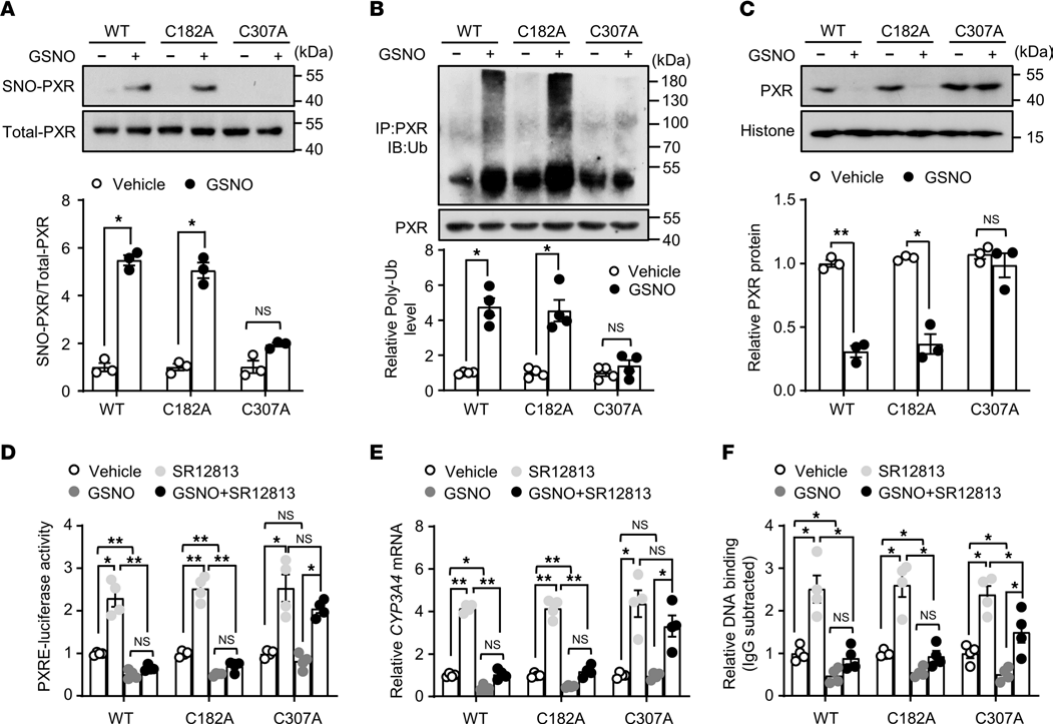
Identification of the S-nitrosylated cysteine residues in the human PXR. (**A**) HEK293 cells were transfected with PXR WT or mutants (C182A, C307A) plasmids (24 hours) before the exposure to GSNO (0.5 mM, 4 hours). Cell lysates were subjected to IBP to detect S-nitrosylated PXR level (*n* = 3). (**B**) Transfected cells were treated with GSNO (0.5 mM, 12 hours) and MG132 for 6 hours before harvesting. PXR was immunoprecipitated using anti-PXR antibody. The IP and whole-cell extracts were analyzed by Western blotting using an anti-Ub and anti-PXR antibody, respectively (*n* = 4). (**C**) HEK293 cells were transfected with WT, C182A, or C307A plasmids for 24 hours and then treated with GSNO (0.5 mM, 12 hours). Nuclear PXR protein level was detected by using Western blotting (*n* = 3). (**D**) PXR WT, C182A, or C307A was cotransfected with PXRE-luciferase receptor into HEK293 cells. After 24 hours of transfection, cells were pretreated with GSNO (0.5 mM, 4 hours) before the exposure to SR12813 (1 μM, 24 hours). The luciferase activities were measured and normalized to β-gal activity (*n* = 4). (**E**) HEK293 cells were transfected with PXR WT, C182A, or C307A for 24 hours. After pretreatment with GSNO (0.5 mM, 4 hours), the cells were stimulated with SR12813 (1 μM, 24 hours). The mRNA level of *CYP3A4* was assessed (*n* = 4). (**F**) ChIP assays were performed (*n* = 4). All data were expressed as mean ± SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey’s multiple-comparison test; *P < 0.05, **P < 0.01.

**Figure 5:**
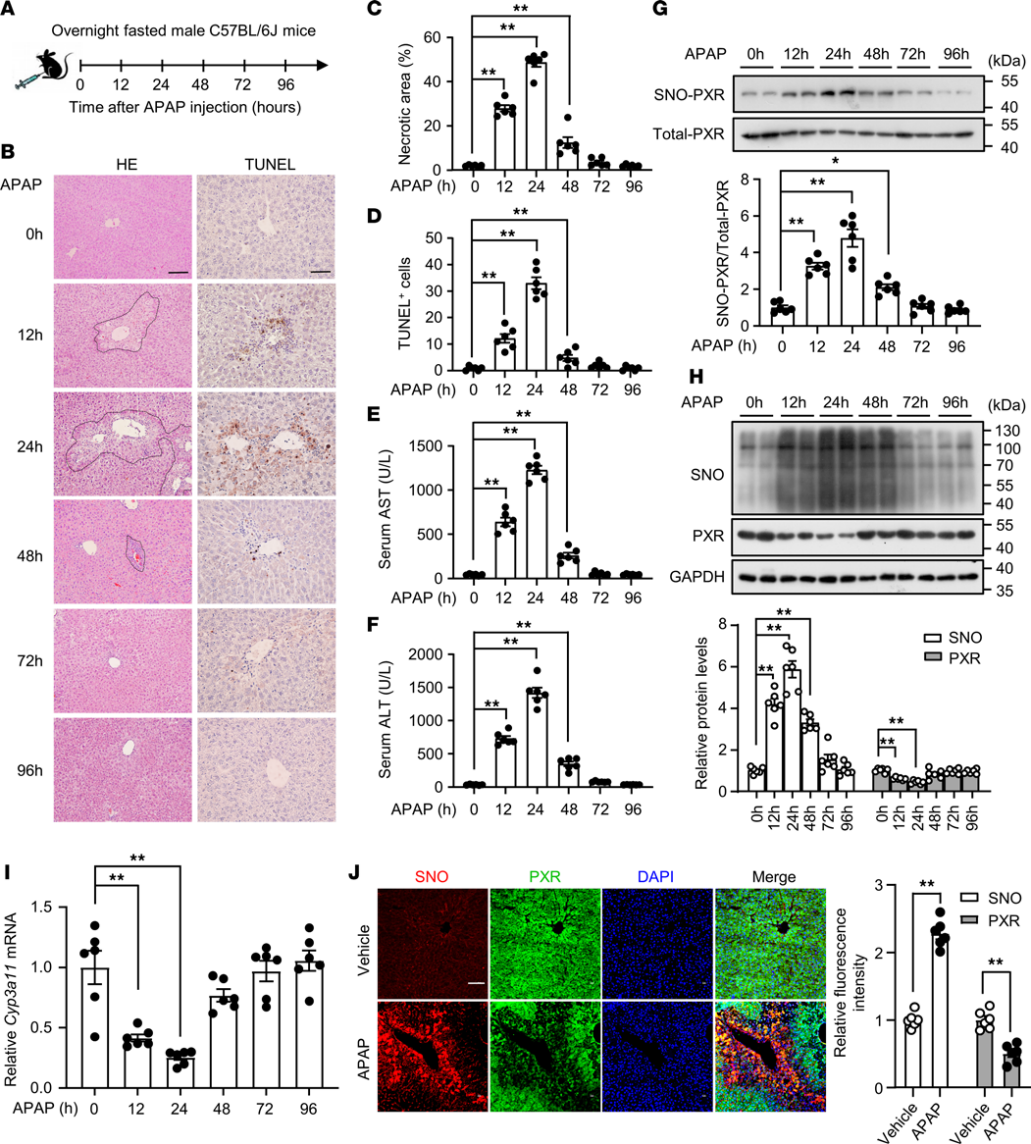
PXR S-nitrosylation was triggered in response to acetaminophen-induced hepatotoxicity. (**A**) A schematic of the experimental design. C57BL/6J mice at 8–10 weeks of age were i.p. injected with acetaminophen (APAP, 300 mg/kg) and sampled 12, 24, 48, 72, and 96 hours later. (**B**) Mouse liver tissues were fixed with 4%PFA and liver sections were used for H&E (scale bars: 100 μm) and TUNEL (scale bars: 50 μm) staining (*n* = 6). (**C**) Necrotic areas were quantified by using the ImageJ software. (**D**) TUNEL^+^ cells were counted in 6 randomly selected high-power fields per liver section. (**E** and **F**) Serum levels of AST (**E**) and ALT (**F**) in mice (*n* = 6). (**G**) Levels of S-nitrosylated PXR in the liver tissues (*n* = 6). (**H**) The total SNO-cysteine (SNO) and PXR protein levels in liver tissues (*n* = 6). (**I**) The mRNA level of *Cyp3a11* was assessed (*n* = 6). (**J**) Mouse liver sections were subjected to immunofluorescence double-stained with primary antibodies against PXR and SNO, and followed by the detection with Alexa Fluor 488–conjugated (green) and Alexa Fluor 555–conjugated (red) secondary antibodies. The cell nuclei were counterstained with DAPI. Scale bars: 100 μm. (*n* = 6). All data were expressed as mean ± SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey’s multiple-comparison test (**C**–**I**) or 2-tailed Student’s *t* test (**J**); *P < 0.05, **P < 0.01.

**Figure 6:**
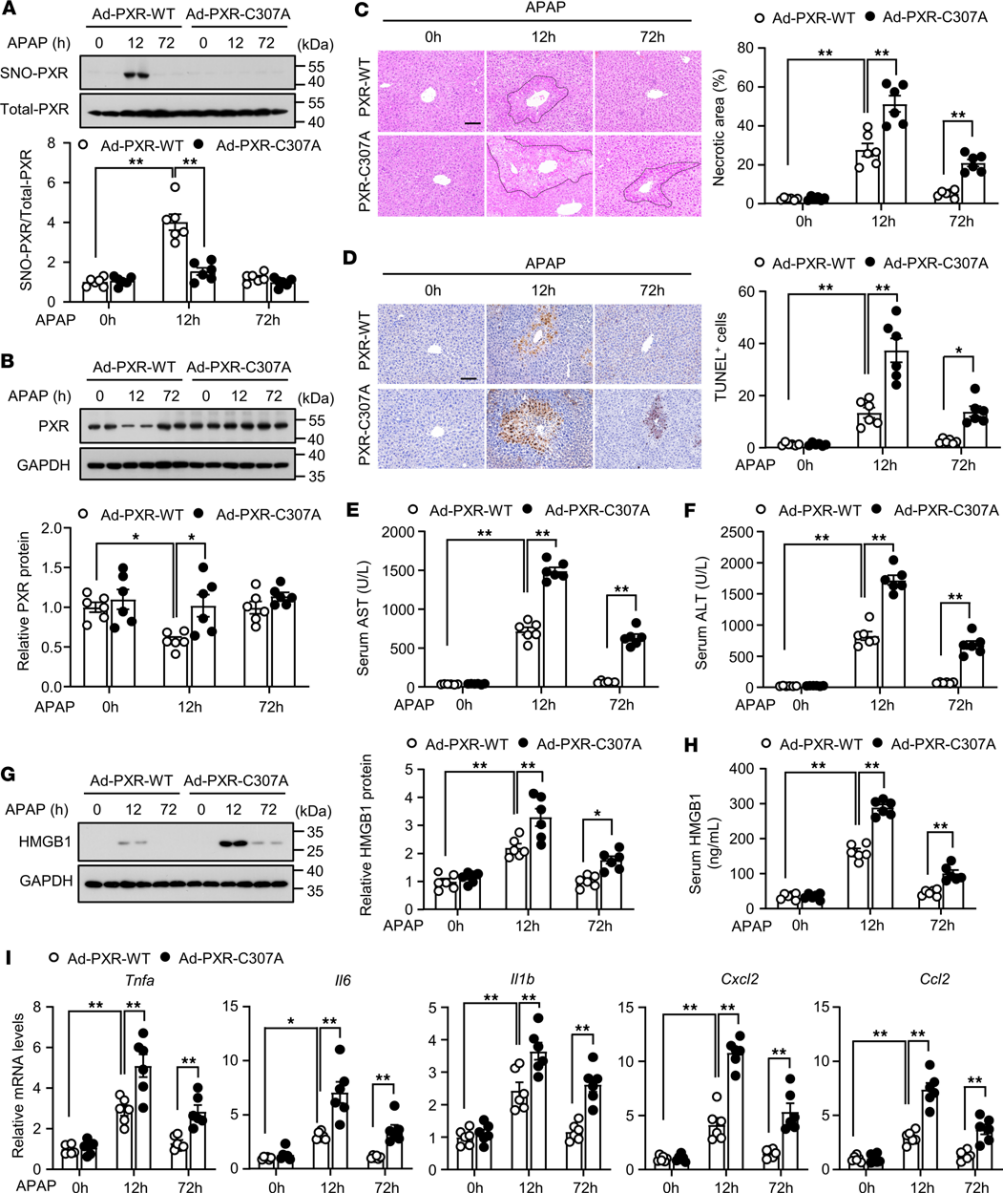
Liver replenishment with the SNO-mutant PXR exacerbated acetaminophen-induced hepatotoxicity in *PXR*-null mice. (**A**) *PXR^–/–^* mice were injected with Ad–PXR-WT or Ad–PXR-C307A. Forty-eight hours later, mice were overdosed with APAP (300 mg/kg) for 12 hours and 72 hours. S-nitrosylated PXR levels in liver tissues were analyzed (*n* = 6). (**B**) PXR protein levels in liver tissues were analyzed (*n* = 6). (**C** and **D**) Mouse liver sections were used for H&E (**C**) and TUNEL (**D**) staining (*n* = 6). Scale bars: 100 μm. (**E** and **F**) Serum AST (**E**) and ALT (**F**) levels in treated mice (*n* = 6). (**G**) HMGB1 protein levels in liver tissues were analyzed (*n* = 6). (**H**) Serum HMGB1 levels in treated mice (*n* = 6). (**I**) The mRNA levels of *Tnfa*, *Il6*, *Il1b*, *Cxcl2*, and *Ccl2* in liver tissues (*n* = 6). All data were expressed as mean ± SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey’s multiple-comparison test; *P < 0.05, **P < 0.01.

**Figure 7:**
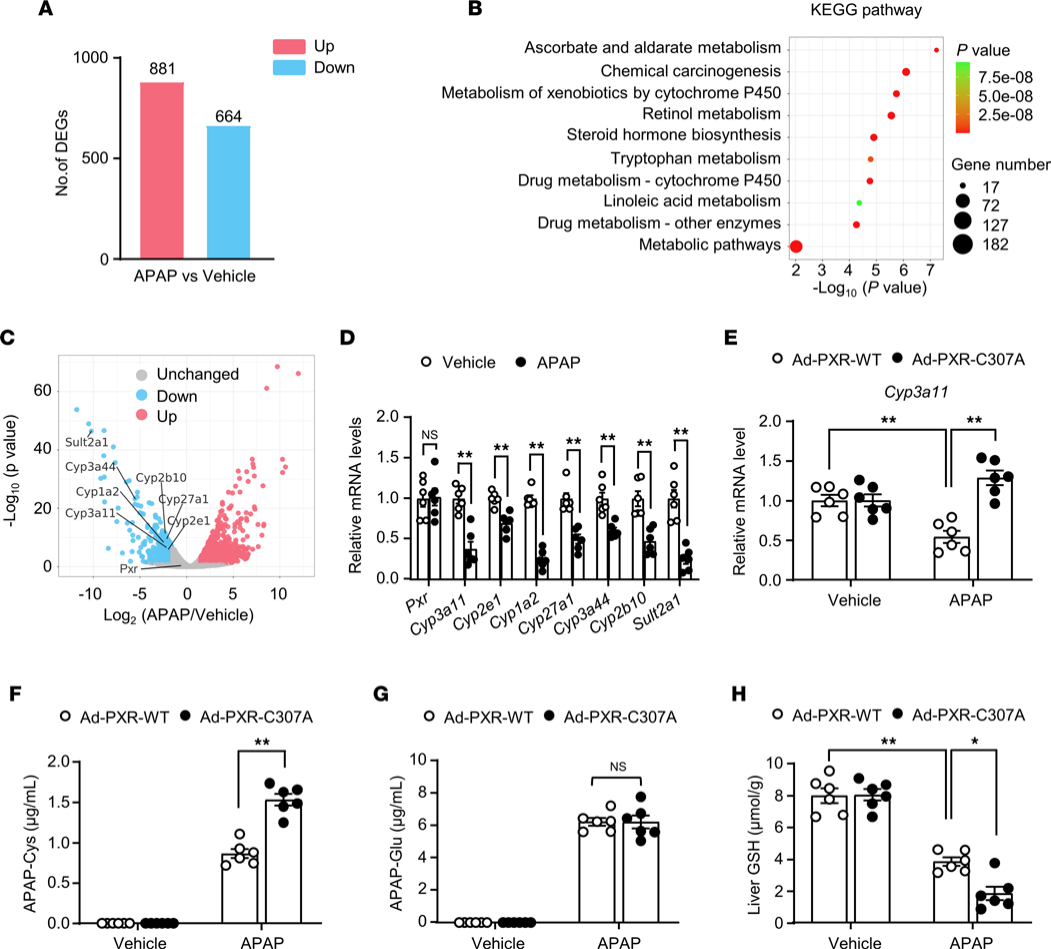
Liver replenishment with the SNO-mutant PXR exacerbated acetaminophen -induced reactive metabolites. (**A**) Summary of DEGs in the livers of APAP overdosed mice (300 mg/kg, 12 hours) compared with the vehicle group. (**B**) Bubble chart shows the KEGG pathway analysis of DEGs. The *x* axis indicates the fold enrichment, and the *y* axis shows the most enriched KEGG pathways. The size of bubble presents genes number and the color of bubble presents the *P* value. (**C**) Volcano plots of the DEGs between APAP group and vehicle group. The *x* axis indicates the fold change (log scaled), and the *y* axis shows the *P* values (log scaled). Each symbol represents a different gene (*P* value and fold change threshold). *P* < 0.05 is considered as statistically significant, and fold change ≥ 1.5 is set as the threshold. *Pxr* and several drug-metabolizing enzymes are labeled. (**D**) The mRNA levels of *Pxr*, *Cyp3a11*, *Cyp2e1*, *Cyp1a2*, *Cyp27a1*, *Cyp3a44*, *Cyp2b10*, and *Sult2a1* were assessed with qPCR (*n* = 6). (**E**) The mRNA levels of *Cyp3a11* were assessed in the livers of PXR-WT–replenished and PXR-C307A–replenished *PXR^–/–^* mice subjected to APAP overdose (300 mg/kg) for 12 hours (*n* = 6). (**F** and **G**) Serum levels of APAP-Cys (**F**) and APAP-Glu (**G**) were detected by using LC-MS/MS (*n* = 6). (**H**) Liver GSH levels in treated mice (*n* = 6). All data were expressed as mean ± SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey’s multiple-comparison test (**E**–**H**) and 2-tailed Student’s *t* test (**D**); *P < 0.05, **P < 0.01.

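Across a wider list of 39 target genes of PXR and of the related receptor CAR, 34 were lower in the APAP libraries, with a median log2 fold change of −2.03 (camera with a preset correlation between genes of 0.01, adjusted p = 1.71e-28). This call held under fry (adjusted p = 0.00899), but not with the correlation between genes estimated from the data (adjusted p = 0.0705). Of these genes, 6 are labeled in the volcano plot and 10 are on another of the lists tested, 5 of them on the list of female-biased genes. The fall was not particular to these targets. A list of centrilobular hepatocyte genes, taken without the targets, held 24 tested genes with a median log2 fold change of −2.86. Lower PXR activity and loss of centrilobular cells cannot be told apart for the targets.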

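The other drug-metabolizing enzymes labeled in the volcano plot were also lower in the APAP libraries. Cyp2e1 (ENSMUSG00000025479, chromosome 7 of GRCm38, 140763739 to 140774975) was at 1188 ± 573 CPM (SD, n = 2 libraries) with APAP and at 5994 ± 2093 CPM (SD, n = 3) with saline. Its log2 fold change was −2.34 (standard error 0.51, adjusted p = 0.0418 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was above 0.05 in each of the 3 fits without 1 saline library. Without APAP replicate 3 the log2 fold change of Cyp2e1 was −2.94. Cyp1a2 (ENSMUSG00000032310, chromosome 9, 57676937 to 57683655) was at 77.5 ± 32.9 CPM (SD, n = 2) against 569.8 ± 204 CPM (SD, n = 3), a log2 fold change of −2.88 (standard error 0.46, adjusted p = 0.0183 from the same test). Without the saline library WT2, its adjusted p was above 0.05. Cyp2b10 (ENSMUSG00000030483, chromosome 7, 25897620 to 25926624) was at 11.4 ± 1.38 CPM (SD, n = 2) against 74.3 ± 4.81 CPM (SD, n = 3), a log2 fold change of −2.70 (standard error 0.22, adjusted p = 0.00224 from the same test). Sult2a1 (ENSMUSG00000078798, chromosome 7, 13796246 to 13837409) fell furthest of the 8 labeled genes, from 458 ± 191 CPM (SD, n = 3) to 0.301 ± 0.0108 CPM (SD, n = 2), which was 5 counts in each APAP library. Its log2 fold change was −10.53 (standard error 0.64, adjusted p = 0.00117 from the same test). Sult2a1 is a female-biased gene, and 33.2% of its 50-base words occur in other genes, the closest being Sult2a2.

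**Figure D2:**
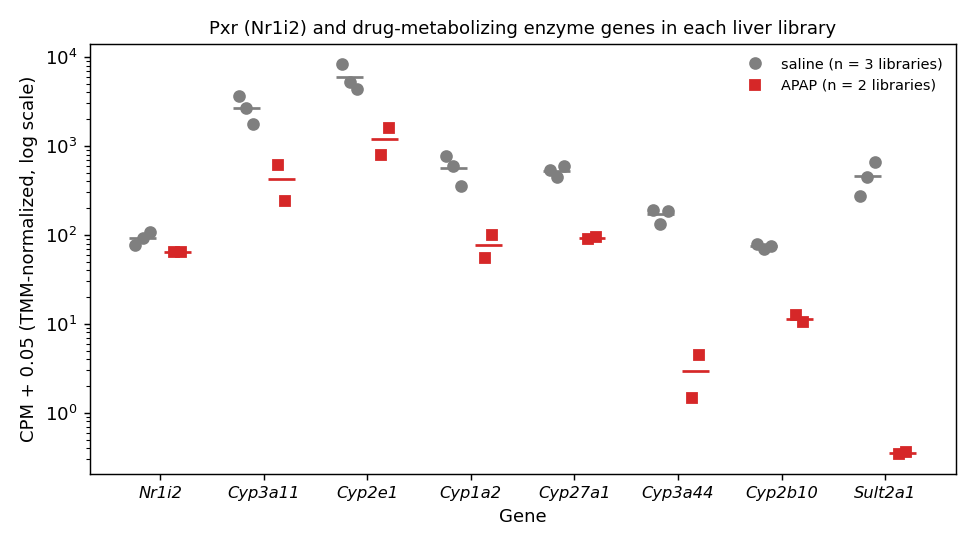
CPM of Pxr (Nr1i2) and of 7 drug-metabolizing enzyme genes in each library on a log axis, with 0.05 added to every value. Gray circles are the 3 saline libraries, red squares the 2 APAP libraries and horizontal lines the group means. In all 8 genes both APAP libraries lie below all saline libraries, from a mean of 63.9 against 91.8 CPM for Pxr to 0.301 against 458 CPM for Sult2a1.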

**Figure 8:**
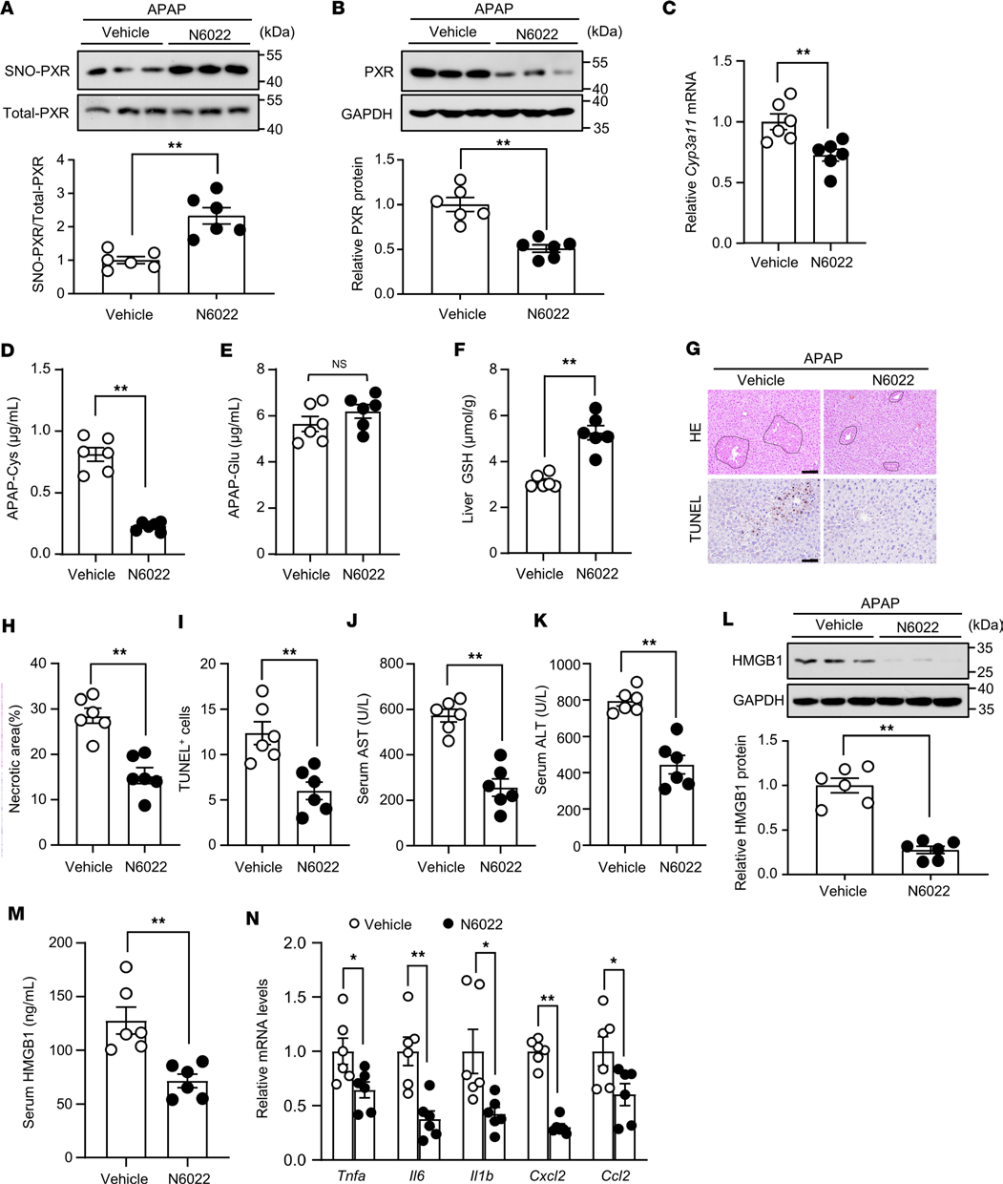
Therapeutic administration of GSNOR inhibitor protected mice from acetaminophen-induced liver injury. C57BL/6J mice were i.p. injected with APAP (300 mg/kg) and, 2 hours later, with N6022 (5 mg/kg). Mice were sacrificed 10 hours later. (**A**) S-nitrosylated PXR levels in liver tissues were analyzed (*n* = 6). (**B**) PXR protein levels in the liver tissues were analyzed (*n* = 6). (**C**) The mRNA level of C*yp3a11* was assessed (*n* = 6). (**D** and **E**) Serum APAP-Cys (**D**) and APAP-Glu (**E**) levels were detected (*n* = 6). (**F**) Liver GSH levels in treated mice (*n* = 6). (**G**) Mouse liver sections were used for H&E (scale bars: 100 μm) and TUNEL (scale bars: 50 μm) staining (*n* = 6). (**H**) Necrotic areas were quantified. (**I**) TUNEL^+^ cells. (**J** and **K**) Serum AST (**J**) and ALT (**K**) levels in treated mice (*n* = 6). (**L**) HMGB1 protein levels in liver tissues were analyzed (*n* = 6). (**M**) Serum HMGB1 levels (*n* = 6). (**N**) The mRNA levels of *Tnfa*, *Il6*, *Il1b*, *Cxcl2,* and *Ccl2* in liver tissues (*n* = 6). All data were expressed as mean ± SEM. Statistical analysis was performed using 2-tailed Student’s *t* test; *P < 0.05, **P < 0.01.

# Supplementary material for: S-nitrosylation attenuates pregnane X receptor hyperactivity and acetaminophen-induced liver injury
**Source:** JCI Insight. 2024 Jan 23;9(2):e172632. doi: 10.1172/jci.insight.172632
**Supplement:** Supplemental data

# **S-nitrosylation Attenuates Pregnane X Receptor Hyperactivity and Acetaminophen-induced Liver Injury**

Qi Cui<sup>1,2</sup>, Tingting Jiang<sup>1,2</sup>, Xinya Xie<sup>2</sup>, Haodong Wang<sup>3</sup>, Lei Qian<sup>1</sup>, Yanyan Cheng<sup>1</sup>, Qiang Li<sup>4</sup>, Tingxu Lu<sup>2</sup>, Qinyu Yao<sup>2</sup>, Jia Liu<sup>2</sup>, Baochang Lai<sup>2</sup>, Chang Chen<sup>5</sup>, Lei Xiao<sup>2\*</sup> and Nanping Wang<sup>3\*</sup>

Nanping Wang, MD, PhD,

## Supplemental Figure 1

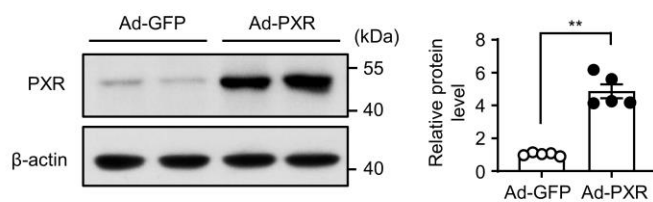

**Supplemental Figure 1. Overexpression of PXR in HepG2 cells.** HepG2 cells were infected with Ad-PXR or Ad-GFP for 24 h. Total PXR protein level was measured by using western blotting (n=5). All data were expressed as mean  $\pm$  SEM. Statistical analysis was performed using 2-tailed Student's *t* test; \*\*  $P < 0.01$ .

## Supplemental Figure 2

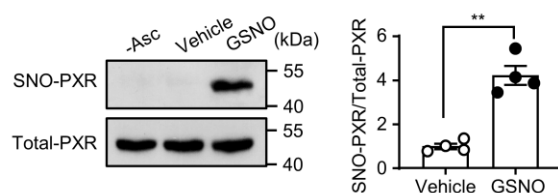

**Supplemental Figure 2. PXR was S-nitrosylated in HepG2 cells.** HepG2 cells were exposed to GSNO (0.5 mM, 4 h). Cell lysates were subjected to IBP to detect S-nitrosylated PXR level (n=4). -Asc, ascorbate acid (Asc) was omitted to serve as the negative control of biotin-switch assay. Statistical analysis was performed using 2-tailed Student's *t* test; \*\*  $P < 0.01$ .

### Supplemental Figure 3

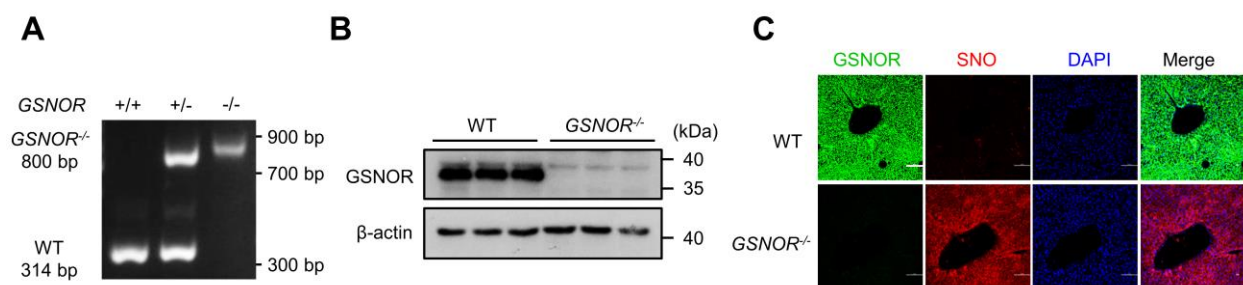

**Supplemental Figure 3. *GSNOR*<sup>-/-</sup> mice displayed increased protein S-nitrosylation in the liver.** (A) PCR genotyping results for *GSNOR*<sup>+/+</sup> (WT), *GSNOR*<sup>+/-</sup> and *GSNOR*<sup>-/-</sup> mice. (B) GSNOR protein levels in liver samples from the WT and *GSNOR*<sup>-/-</sup> mice were detected (n = 3 for each group). (C) WT and *GSNOR*<sup>-/-</sup> mouse liver sections were subjected to immunofluorescence double-stained with primary antibodies against GSNOR and SNO-cysteine (SNO), and followed by the detection with Alexa Fluor 488 (green)-conjugated and Alexa Fluor 555 (red)-conjugated secondary antibodies. The cell nuclei were counterstained with DAPI (n = 3 for each group). Scale bars, 100 μm.

## Supplemental Figure 4

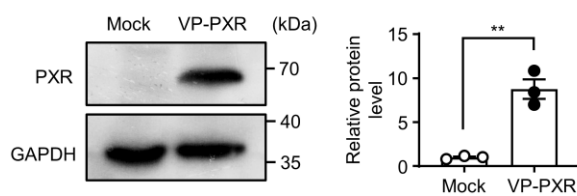

**Supplemental Figure 4. Overexpression of Ad-VP-PXR in HepG2 cells.** Confluent HepG2 cells were co-infected with Ad-VP-PXR together with Ad-tTA in the presence (Mock) or absence of tetracycline (1  $\mu\text{g/mL}$ ). Total PXR protein level was measured (n=3). Statistical analysis was performed using 2-tailed Student's *t* test; \*\*  $P < 0.01$ .

## Supplemental Figure 5

**A**

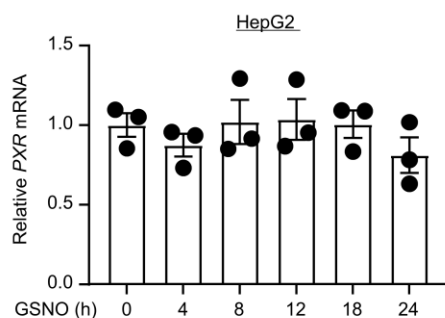

**B**

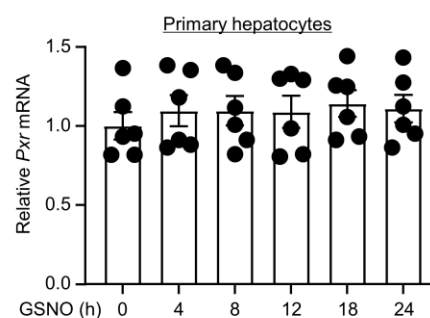

**Supplemental Figure 5. GSNO did not affect PXR mRNA level.** HepG2 cells (**A**, n=3) or mouse primary hepatocytes (**B**, n=6) were exposed to GSNO for indicated time periods. PXR mRNA levels were assessed. Data were expressed as mean  $\pm$  SEM. Statistical analysis was performed using 1-way ANOVA followed by Tukey's multiple comparison test.

## Supplemental Figure 6

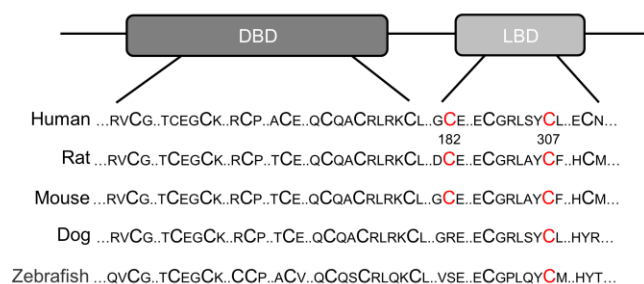

**Supplemental Figure 6. Conserved cysteine residues in PXR protein.** Sequence alignment of conserved cysteine residues in human, rat, mouse, dog and zebrafish PXR proteins. LBD, ligand-binding domain; DBD, DNA-binding domain.

## Supplemental Figure 7

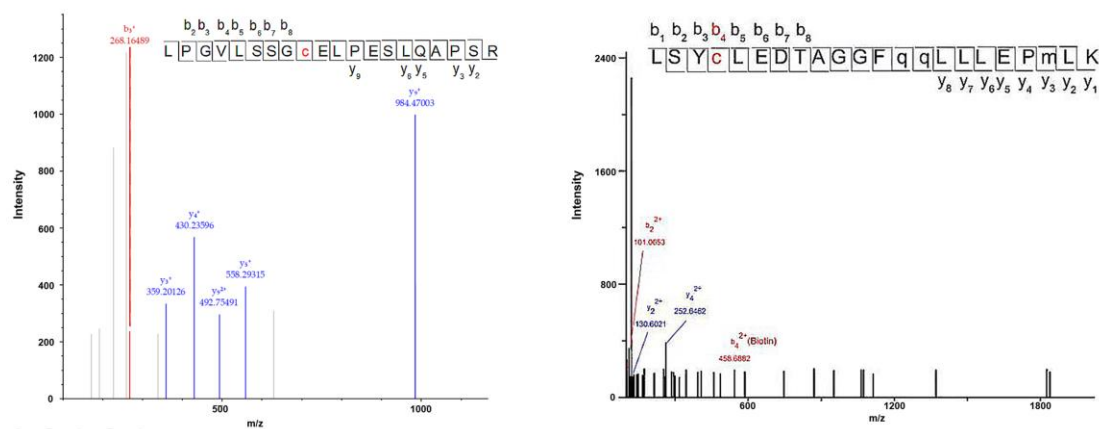

| Sequence                       | Sites  | Charge | Calc.<br>MH <sup>+</sup> [Da] | $\Delta M$ [ppm] |
|--------------------------------|--------|--------|-------------------------------|------------------|
| LPGVLSSG <b>C</b> ELPEESLQAPSR | Cys182 | 3      | 2491.2399                     | 3.17             |
| LSY <b>C</b> LEDTAGGFqLLLEPmLK | Cys307 | 4      | 2936.3490                     | -9.44            |

### Supplemental Figure 7. Identification of S-nitrosylated cysteine residues in PXR.

Representative LC-MS/MS spectra of biotin-maleimide labeled (S-nitrosylated) peptides in the recombinant human PXR. Sequence informative fragmentation ions were annotated (red, b-ions; blue, y-ions) on the peptide sequences and summarized with the sites, charge, calculated (Calc.) and measured mass in parts per million (p.p.m.).

## Supplemental Figure 8

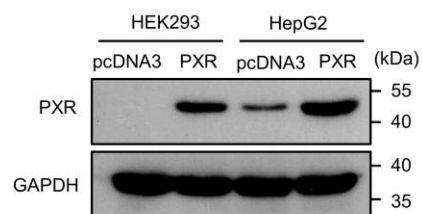

**Supplemental Figure 8. Detection of PXR protein in HEK293 cells.** HEK293 or HepG2 cells were transfected with HA-PXR (HA-tagged PXR) or pcDNA3.0 as control plasmid. Total PXR protein levels were measured 24 h later using western blotting (n=2 for each group).

## Supplemental Figure 9

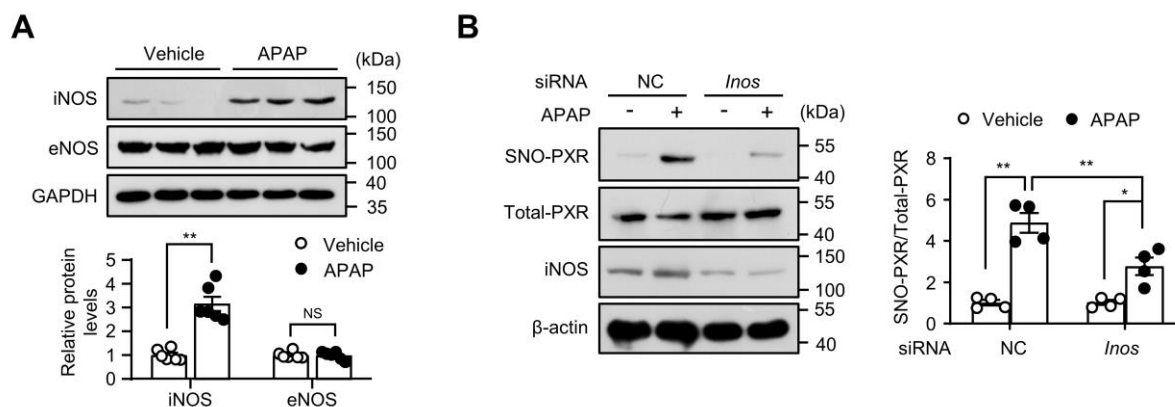

**Supplemental Figure 9.** (A) Western blotting was performed to detect the expressions of iNOS and eNOS in the mouse livers with or without APAP overdose (300 mg/kg, or vehicle for 12 h) (n=6). (B) Mouse primary hepatocytes were transfected with double-stranded *Inos* siRNA or scrambled (NC) siRNA. Twenty-four h later, the cells were treated with APAP (5 mM, 12 h) or vehicle control (saline). The protein levels of iNOS and S-nitrosylated PXR were detected (n=4). Data were expressed as mean  $\pm$  SEM. Statistical analysis was performed using 2-tailed Student's *t* test (A) and 1-way ANOVA followed by Tukey's multiple comparison test (B); \*\**P* < 0.01. NS, not significant.

## Supplemental Figure 10

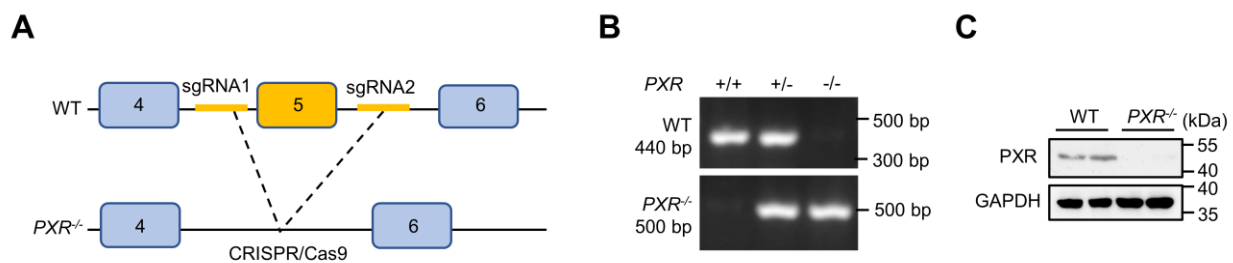

**Supplemental Figure 10. Generation of  $PXR^{-/-}$  mice.** (A)  $PXR^{-/-}$  mice were generated by deleting exon 5. (B) PCR genotyping results for  $PXR^{+/+}$  (WT),  $PXR^{+/-}$  and  $PXR^{-/-}$  mice. (C) Liver PXR protein levels in WT and  $PXR^{-/-}$  mice (n=6 for each group).

## Supplemental Figure 11

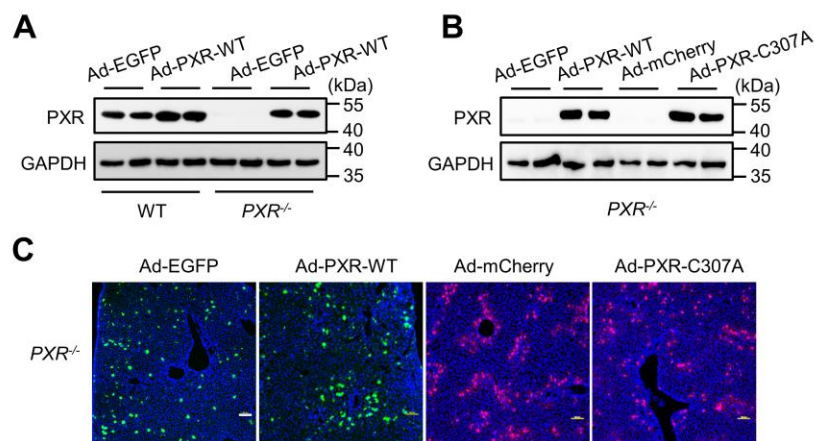

**Supplemental Figure 11. Replenishment of PXR-WT or PXR-C307A in *PXR*<sup>-/-</sup> mice.** (A) WT or *PXR*<sup>-/-</sup> mice at 8-10 weeks of age were injected with 100  $\mu$ L Ad-EGFP or Ad-PXR-WT virus containing  $1 \times 10^{10}$  PFU via tail vein. After 60 h, PXR protein levels were measured (n=2 for each group). (B) *PXR*<sup>-/-</sup> mice were injected with 100  $\mu$ L Ad-EGFP, Ad-PXR-WT, Ad-mCherry or Ad-PXR-C307A. After 60 h, the efficiency of adenovirus-mediated PXR overexpression was measured (n=2 for each group). (C) Fluorescence microscopy of mouse liver tissues was acquired (n=2 for each group). Scale bars, 100  $\mu$ m.

## Supplemental Figure 12

**A**

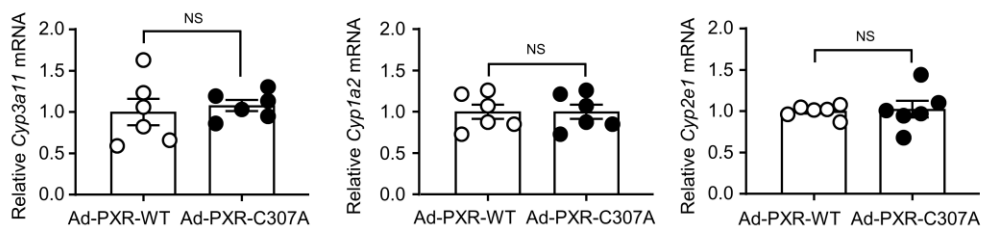

**B**

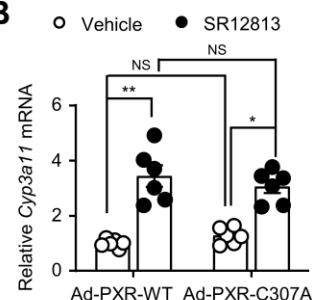

**C**

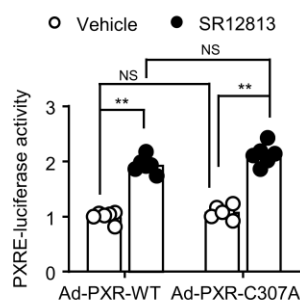

**Supplemental Figure 12.** (A) The mRNA levels of *Cyp3a11*, *Cyp1a2* and *Cyp2e1* were assessed in the livers 48 h after Ad-PXR-WT or Ad-PXR C307A-mediated replenishment of the *PXR*<sup>-/-</sup> mice (n=6). (B) Primary hepatocytes were isolated from the *PXR*<sup>-/-</sup> mice and infected with Ad-PXR-WT or Ad-PXR-C307A. Twenty-four h later, cells were treated with or without SR12813 (1  $\mu$ M, 24 h) (n=6). (C) The primary hepatocytes from *PXR*<sup>-/-</sup> mice were first transfected with PXRE-luciferase receptor and  $\beta$ -gal plasmids and, 6 h later, infected with Ad-PXR-WT or Ad-PXR-C307A. Twenty-four h later, the cells were exposed to SR12813 (1  $\mu$ M, 24 h) or vehicle. The luciferase activities were measured and normalized to  $\beta$ -gal activity (n=6). All data were expressed as mean  $\pm$  SEM. Statistical analysis was performed using 2-tailed Student's *t* test (A) and 1-way ANOVA followed by Tukey's multiple comparison test (B and C); \**P* < 0.05, \*\**P* < 0.01. NS, not significant.

## Supplemental tables

**Supplemental Table 1. PCR primers used for genotyping**

| <b>Name</b> | <b>Sequence (5'-3')</b>        |
|-------------|--------------------------------|
| GSNOR-WT    | Forward TGCCTTCTCGGCTGTGGT     |
|             | Reverse GGCCTTTGCGAATTTATCTTTA |
| GSNOR-KO    | Forward TCTTGACGAGTTCTTCTGAGG  |
|             | Reverse CTGAAGCAGCTACTCCCACTAC |
| PXR-WT      | Forward TGCTGTAGGGCTGATGTGTG   |
|             | Reverse TGCGTGTGTGATTTAGCCCT   |
| PXR-KO      | Forward AGGGGTACGGACTTCCTGTT   |
|             | Reverse TCTCTTTGGGCACCATTAGG   |

**Supplemental Table 2. Antibody information**

| <b>Antibody</b>                                      | <b>Company</b> | <b>Catalog #</b> | <b>Application/Dilution</b> |
|------------------------------------------------------|----------------|------------------|-----------------------------|
| β-actin (C-2)                                        | SCBT           | sc-8432          | WB (1:1000)                 |
| eNOS (D9A5L)                                         | CST            | 32027            | WB (1:1000)                 |
| Flag-Tag                                             | Sigma-Aldrich  | F3165            | WB (1:1000)                 |
| GAPDH (D16H11)                                       | CST            | 5174             | WB (1:1000)                 |
| GSNOR                                                | Proteintech    | 11051-1-AP       | WB (1:1000)                 |
| HA-Tag (F-7)                                         | SCBT           | sc-7392          | WB (1:1000)                 |
| Histone (AH3-120)                                    | SCBT           | sc-56616         | WB (1:1000)                 |
| HMGB1(D3E5)                                          | CST            | 6893             | WB (1:1000)                 |
| iNOS (H-174)                                         | SCBT           | sc-8310          | WB (1:1000)                 |
| PXR                                                  | Abcam          | ab192579         | IF (1:100)                  |
| PXR                                                  | Arigobio       | ARG43116         | WB (1:1000), IF (1:200)     |
| PXR (G-11)                                           | SCBT           | sc-48403         | IP (1:50)                   |
| SNO-Cysteine                                         | Abcam          | ab94930          | WB (1:1000), IF (1:400)     |
| Ubiquitin                                            | CST            | 3933             | WB (1:1000)                 |
| Alexa Fluor 555<br>anti-rabbit secondary<br>antibody | CST            | 4413             | IF (1:500)                  |
| Alexa Fluor 488<br>anti-rabbit secondary<br>antibody | CST            | 4412             | IF (1:500)                  |
| Alexa Fluor 555<br>anti-mouse secondary<br>antibody  | CST            | 4409             | IF (1:500)                  |
| Alexa Fluor 488<br>anti-mouse secondary<br>antibody  | CST            | 4408             | IF (1:500)                  |
| Anti-rabbit IgG,<br>HRP-linked Antibody              | CST            | 7074             | WB (1:5000)                 |
| Anti-mouse IgG,<br>HRP-linked Antibody               | CST            | 7076             | WB (1:5000)                 |

WB, western blotting; IP, immunoprecipitation; IF, immunofluorescence

**Supplemental Table 3. Primers used for qRT-PCR**

| <b>Name</b>                 | <b>Sequence (5'-3')</b> |                             |
|-----------------------------|-------------------------|-----------------------------|
| <i>CYP3A4</i> (human)       | Forward                 | AATCCTAGCAGTTTGGGAGGCTGA    |
|                             | Reverse                 | TGAGATTACAGGCGAGTCCACCAT    |
| <i>SULT1A1</i> (human)      | Forward                 | CACGTCGTTCAAGGAGATGA        |
|                             | Reverse                 | AGGTTTGATTTCGCACACTCC       |
| <i>PXR</i> (human)          | Forward                 | AACTCGCAGCCACTGCTAAG        |
|                             | Reverse                 | ACCACCAAGCAGTCCAAGAG        |
| <i>GAPDH</i> (human, mouse) | Forward                 | ACCACAGTCCATGCCATCAC        |
|                             | Reverse                 | TCCACCACCCTGTTGCTGTA        |
| <i>Pxr</i> (mouse)          | Forward                 | CACAACTTTCTCCCCTTCAAG       |
|                             | Reverse                 | CCTTGAACATGTAGGTTGACAC      |
| <i>Il1b</i> (mouse)         | Forward                 | GTGCAAGTGTCTGAAGCAGC        |
|                             | Reverse                 | CAAAGGTTTGGAAGCAGCCC        |
| <i>Il6</i> (mouse)          | Forward                 | TCCAGTTGCCTTCTTGGGAC        |
|                             | Reverse                 | GTACTCCAGAAGACCAGAGG        |
| <i>Tnfa</i> (mouse)         | Forward                 | GGCTGCCCCGACTACGT           |
|                             | Reverse                 | ACTTTCTCCTGGTATGAGATAGCAAAT |
| <i>Cxcl2</i> (mouse)        | Forward                 | CCAGCCTACTCATTGGGAT         |
|                             | Reverse                 | GGGCCTGCTGTTTACAGTT         |
| <i>Ccl2</i> (mouse)         | Forward                 | TCCAGGTCAGTTAGCCTTGC        |
|                             | Reverse                 | CGGTCAAAAAGTTTGCCTTG        |
| <i>Cyp3a11</i> (mouse)      | Forward                 | ACAGCACTGGTCAGAGCCTGAA      |
|                             | Reverse                 | GAGAGCAAACCTCATGCCAAGG      |
| <i>Cyp1a2</i> (mouse)       | Forward                 | CATCACAAGTGCCCTGTTCAAGC     |
|                             | Reverse                 | AATGCTCCAGGTGATGGCTGTG      |
| <i>Cyp2e1</i> (mouse)       | Forward                 | GGCTGTCAAGGAGGTGCTACT       |
|                             | Reverse                 | AAAACCTCCGCACGTCCTTCCA      |
| <i>Cyp27a1</i> (mouse)      | Forward                 | TCAGGAGACCATCGGCACCTTT      |
|                             | Reverse                 | CCAGTCACTTCCTTGTGCAAGG      |
| <i>Cyp3a44</i> (mouse)      | Forward                 | TGCTCTTCACCATGACCCACAG      |
|                             | Reverse                 | CCTCATGCCAATGCAGTTCCTG      |
| <i>Cyp2b10</i> (mouse)      | Forward                 | AAGGAGAAGTCCAACCAGCA        |
|                             | Reverse                 | CTCTGCAACATGGGGGTACT        |
| <i>Sult2a1</i> (mouse)      | Forward                 | GGAAGGACCACGACTCATAACC      |
|                             | Reverse                 | CTCTGGGATTTCTCACGAGATAG     |

**Supplemental Table 4. Primers used for ChIP assay**

| <b>Gene</b>   | <b>Sequence (5'-3')</b>                                        |
|---------------|----------------------------------------------------------------|
| <i>CYP3A4</i> | Forward TGGTTCATTCCTTTCATTTGAT<br>Reverse AGCAGAGGGTCAGCAAGTTC |
| <i>UGT1A1</i> | Forward GCACTGGATTCTTTGCTTTGAT<br>Reverse AGTCCGGGTTTCAGGTTATG |

**Supplemental Table 5. Sequences of primers for RNA silencing**

| <b>Gene</b>       | <b>Sequence (5'-3')</b>                                        |
|-------------------|----------------------------------------------------------------|
| Scrambled control | Sense CGGGUUGCCCAAAGACGACAA<br>Antisense UUGUCGUCUUUGGGCAACCCG |
| <i>Inos</i>       | Sense CCAGUUGUGCAUCGACCUA<br>Antisense UAGGUCGAUGCACAACUGG     |

How the deposited data were processed for this re-analysis (not part of the article)

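Bulk RNA-Seq was performed on livers of mice overdosed with APAP (300 mg/kg, 12 hours) and of mice given saline. The samples comprise 6 livers in 2 groups, of which 5 libraries were analysed here, 2 of APAP livers (replicates 1 and 3) and 3 of saline livers. APAP replicate 2 was not analysed here. The saline libraries are named WT1, WT2 and WT3 and were used as replicates without a pairing. No value given here is computed from the 5 columns of FPKM, because the saline columns cannot be matched to single samples and only 1 kind of value was kept for them.

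The authors sequenced the libraries on an Illumina NovaSeq platform, aligned the reads with HISAT2 and deposited 1 raw read count per gene and library, without normalization. The paper's text names no genome build, annotation, strand setting or program versions. Of the 34745 gene identifiers, 34267 were found in GENCODE M21 (GRCm38) and 27695 had an identical start, end and strand there, so coordinates are those of the deposited table and are given for GRCm38. The total count per library was between 13378445 and 15976339. A count of 3, taken as the floor of detection, corresponded to between 0.176 and 0.269 CPM. This floor covers counting error only, since the reads carry no molecular identifiers. A fold change against a group with at most 3 counts in every library was computed against this floor and is given as a lower bound.

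The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 13734 genes. Counts were normalized by TMM, dispersions were estimated, and APAP was compared with saline by the quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. The design had been written for 3 libraries per group and was kept with the 2 APAP libraries that were analysed. The paper names edgeR and the thresholds (fold change of at least 1.5, P under 0.05) but not which of edgeR's tests was used or whether P was adjusted. Both the unadjusted and the adjusted P were therefore counted. On simulated counts with 200 changed genes among 13399 tested, the quasi-likelihood test called 107 of the changed genes (53.5%) and 7 unchanged genes, the likelihood ratio test 131 and 36, the exact test 130 and 29, and DESeq2 135 and 31.

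Most genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names for the RNA-Seq or its qPCR, the genes of NO synthesis and denitrosylation (Nos2, Nos3 and Adh5), Hmgb1, 5 cytokine genes, the sex-linked and clock genes, and the 5 highest and the 5 lowest fitted log2 fold changes among genes with an adjusted p under 0.05, no overlap between groups and a mean of at least 10 CPM in the higher group. Outside this rule, Hspa8, S100a9, Wfdc21 and Lyz2, which are abundant genes of their lists, were chosen after the values of these lists were seen, albumin was read as a measure of each library, and the closest genes by shared sequence are named where they bear on a count. Reads shared between similar genes were estimated as the percent of the 50-base words of a gene's longest protein-coding transcript that occur in transcripts of another gene.

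Pathways were tested with the mouse Reactome collection shipped with fgsea 1.28.0, by a one-sided hypergeometric test over the 854 pathways with 10 to 500 tested genes. Drug-metabolizing enzyme families were tested by Fisher's exact test. A total of 21 gene lists, also set before the data were examined, were tested by camera (limma 3.58.1) with a preset correlation of 0.01. They covered centrilobular and periportal hepatocytes, clock genes driven by BMAL1 and genes repressed by REV-ERB, female-biased and male-biased liver genes, targets of NRF2, of PXR and CAR, of p53 and of PPARα, genes of the heat-shock, integrated stress and acute phase responses, the cell cycle, secreted proteins of hepatocytes, and markers of neutrophils, monocytes, Kupffer cells, sinusoidal endothelial cells, stellate cells and lymphocytes. A list of 4 genes that escape X inactivation was added after the data had been examined. Of the 14 lists with an adjusted p under 0.05 in camera, 10 were also under 0.05 in fry and 1, the female-biased list, with the correlation estimated from the data.

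The alternatives set before the data were examined were edgeR's likelihood ratio and exact tests, DESeq2 1.42.0, size factors, upper-quartile factors or library size only in place of TMM, no filter beyond 1 count in any library, a filter of at least 10 counts in every library, 4 other thresholds, fry, the estimated correlation, DEGs of 1 direction or at the adjusted p, and each library left out in turn. Python 3.11.15 was used for the annotation of transcripts and, with matplotlib, for plots.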

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

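The tests of the sex-linked genes, of the neutrophil genes and of the clock lists were chosen only after these results were seen, and the remaining tests here were set before their values were seen.

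The paper states that male mice were used and does not report on sex-linked genes, and these genes separated the groups. Xist had a log2 fold change of −9.12 (standard error 0.84, adjusted p = 0.00369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in both APAP libraries than in all 3 saline libraries (−9.81 without APAP replicate 3). Ddx3y, Eif2s3y, Uty and Kdm5d, on the Y chromosome, had at most 1 count in each saline library and were at least 262-fold, 162-fold, 49.1-fold and 80.3-fold higher with APAP. The tables argue against a mixed or contaminated library, since the largest summed CPM of the 4 Y-linked genes in a saline library was 0.0898% of the APAP mean. A difference in library depth is argued against too, as the lower APAP level would have given 688 counts of Ddx3y in the saline library of lowest normalized depth. Reads shared with X-linked paralogs would need similar transcripts, but at most 3.99% of the 50-base words of a Y-linked transcript occur in another gene. As to single libraries swapped between the groups, 0 of the 5 libraries showed the other group's pattern. Libraries of the same sex in both groups are argued against by the Y-linked genes and by Xist. Xist was at 289.6, 914 and 882 CPM in the saline libraries and at 0.764 and 1.73 CPM in the APAP libraries. A candidate explanation is that the saline columns hold libraries of female mice and the APAP columns libraries of male mice. The 4 genes that escape X inactivation had a median log2 fold change of −0.54, against 0.02 for 409 other X-linked genes. Of 10000 random lists of 4 X-linked genes, 7.77% had a median as low, so that these few genes alone do not decide it. The columns named WT were read as this study's saline mice, which bears on every fold change. In Fig. 7C, read by eye, the log2 fold change of Sult2a1 is about −10 and that of Cyp3a44 about −5.5. The values here, −10.53 and −5.87, lay within the spread of the replicates, as did those of Cyp1a2, Cyp3a11, Cyp2e1 and Pxr. Those of Cyp2b10 and Cyp27a1 did not. The WT columns thus resemble the vehicle group of that plot, but no value here tests from which mice these columns came. The records give no sex for these samples, and sex-linked expression and treatment coincide in all 5 libraries.

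Several gene lists that the paper does not discuss were higher in the APAP libraries. Heat-shock genes rose by a median of 2.71 on the log2 scale, with 12 of 12 higher (camera, adjusted p = 7.29e-24) and 9 of them, or 11 adjusted over the list alone, under an adjusted p of 0.05. The most abundant, Hspa8, was at 1509 and 1587 CPM with APAP and at 755, 752 and 1136 CPM with saline. A rise carried by 1 APAP library is argued against, since the medians with either library left out were 2.20 and 3.19. GC content and transcript length are argued against as well, since 0% of 10000 random lists matched on GC content, length and expression had a median as high. That APAP induces these genes remains a hypothesis, because sex-linked expression and treatment coincide in all 5 libraries.

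Neutrophil genes rose by a median of 4.37 on the log2 scale (3.75 with genes at the floor set to their bound), with 12 of 13 tested genes higher (camera, adjusted p = 1.54e-14). Of the 15 neutrophil genes in the table, 5 reached 1 CPM in the saline livers and none is in another list. The abundant S100a9 was at 41.5 and 30.3 CPM with APAP and at 1.61, 1.13 and 2.00 CPM with saline, while Wfdc21, the most abundant gene of the list, was lower with APAP (180.6 and 189.6 CPM against 293, 226 and 222 CPM). A lower share of hepatocytes would raise the markers of every other cell type alike, but the neutrophil median lay 4.68 above that of 43 Kupffer, endothelial, stellate and lymphocyte genes on the log2 scale (permutation test over genes, two-sided, p = 1e-05, the smallest that 100000 resamples can give; genes are not independent). Those genes had a median of −0.30. More neutrophils in the APAP livers is a candidate explanation that no other measurement here tests. Monocyte genes rose by a median of 1.80 (7 of 8 higher, camera, adjusted p = 1.16e-06), and 4 of the 8 reached 1 CPM in the saline livers. Lyz2, the most abundant monocyte gene, did not rise in both APAP libraries (50.2 and 103 CPM against 98.5, 72.3 and 64.8 CPM). Without APAP replicate 3 the monocyte median was 1.19.

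Of the smaller rises, NRF2 target genes had a median log2 fold change of 0.97 (16 of 19 higher, adjusted p = 9.78e-12), genes of the integrated stress response 1.29 (9 of 11 higher, adjusted p = 3.62e-06), acute phase genes 0.76 (14 of 15 higher, adjusted p = 1.84e-04) and PPARα target genes 0.64 (14 of 16 higher, adjusted p = 0.00294), all by camera. The rises of heat-shock, neutrophil, monocyte, NRF2 and integrated stress genes held under fry, those of acute phase, PPARα and BMAL1-driven clock genes did not, and none held with the estimated correlation. Leaving out 1 library moved the median of the integrated stress genes to between 0.57 (without APAP replicate 3) and 2.11 (without APAP replicate 1), and that of the PPARα target genes to between 0.34 (without WT2) and 1.37 (without WT3). No explanation was tested for these smaller rises.

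Clock genes moved apart. Genes driven by BMAL1 had a median log2 fold change of 0.78 (10 of 11 higher, camera, adjusted p = 0.00352) and genes repressed by REV-ERB one of −1.40 (5 of 5 lower, adjusted p = 0.00208), a distance of 2.19 (permutation test over genes, two-sided, p = 0.0357). Genes are not independent in that permutation test. Leaving out 1 library moved the BMAL1-driven median to between 0.64 (without WT2) and 1.60 (without WT3). Dbp rose by 3.45 and Cry1 fell by 1.52 on the log2 scale. With library size only, the REV-ERB-repressed genes had a median of −0.97 (95% bootstrap interval over genes −1.90 to −0.01) and the BMAL1-driven genes one of 1.17 (0.58 to 2.62), so a fall of the REV-ERB-repressed genes past 1.5-fold cannot be told apart from an effect of the normalization for composition, as these genes are few. Sampling at different times of day and an effect of APAP on the clock cannot be told apart, because the time of day is not given for the samples and would coincide with the groups.

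Sprr1a was at least 204-fold and Mmp10 at least 43.6-fold higher with APAP, which was 24.7-fold without APAP replicate 3. Both had 0 counts in each saline library, and the paper names neither. No explanation was tested for them.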

How the results depend on the processing

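The grid of exact tests described under the differences was added after the paper's counts had been compared, and all other alternatives were set before the data were examined. No paired analysis was possible because the saline libraries carry no sample numbers that match the APAP replicates and only 2 APAP libraries were analysed, so the alternative with a replicate block was not run. Leaving out APAP replicate 2 could not be run either, and no value is given for the alternatives on FPKM, which were run first and left out when only the counts were kept.

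Of 212 values of the main results under an alternative, 170 stayed on the same side of the threshold or within the spread between replicates. The number of DEGs stayed within 1.5 times the main number of 3228 under the other tests, normalizations, filters and the 3 fits without 1 saline library (2469 to 4069), but changed with the threshold. The fits without 1 APAP library leave a single APAP library and gave no number of DEGs. The adjusted p with a fold change of at least 1.5 gave 993 DEGs (508 higher and 485 lower), a log2 fold change of at least 1.5 gave 1206 (700 and 506), the same with the adjusted p gave 679 (362 and 317), and a fold change of at least 2 gave 2069 (1130 and 939). These thresholds remove genes by construction. Of the 3228 DEGs, the likelihood ratio test shared 3106, the exact test 3088 and DESeq2 3066.

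The balance of directions depended on the scaling. With library size only, 3338 DEGs were higher and 731 lower (82.0% higher against 52.5%), the median of all genes moved by 0.39 on the log2 scale, 131 Reactome pathways passed, the odds ratio of the enzyme families was 4.58, and 2 inflammatory genes passed adjusted over the list alone. The cause of the shift lies in the construction of that alternative, which leaves out the correction for composition.

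The 993 genes at the adjusted p became 1835 with the likelihood ratio test, 1776 with the exact test and 2093 with DESeq2, and ranged from 165 (without WT2) to 922 (without WT3), with 510 without WT1. Inflammatory genes adjusted over the list alone ranged from 1 to 2 in these fits. Fewer libraries lower the power of these fits, but the drop to 165 was the largest, and its cause was not tested. At least 10 counts in every library left 18 pathways and 0 inflammatory genes, both over all genes and adjusted over the list alone, since the filter removes Cxcl2 and Ccl2 (0 of the 2 left had an unadjusted p under 0.05). Upregulated DEGs gave 15 pathways, a Xenobiotics enrichment of 0.221-fold and an odds ratio of the enzyme families of 0.668, both below 1, and DEGs at the adjusted p gave 25 pathways. The causes of these changes were not tested.

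The median of the centrilobular list ranged from −3.25 to −2.36 across the 5 fits that each left out 1 library, that of the periportal list from −1.11 to −0.68, that of the female-biased list from −6.99 to −6.03 and that of the PXR and CAR targets from −2.19 to −1.82. The BMAL1-driven list ranged from 0.64 to 1.60 (without WT3), and the male-biased list from −1.59 (without APAP replicate 3) to 1.84. With at least 10 counts in every library, the female-biased median was −2.16, against −6.29 in the main setting. The centrilobular median was then −2.06 against −2.94, and that of the PXR and CAR targets −1.60 against −2.03. That filter removes genes near 0 counts in either group by construction. In place of camera, fry gave an adjusted p of 0.107 for the BMAL1-driven clock genes. With the estimated correlation, the adjusted p was 0.0684 for centrilobular, 0.107 for periportal, 0.348 for BMAL1-driven, 0.107 for REV-ERB-repressed, 0.103 for NRF2 target and 0.0705 for PXR and CAR target genes. The female-biased list held under both.

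Of 287 log2 fold changes of 23 named genes under an alternative, 7 had the other sign. Hmgb1 was at −0.016 with DESeq2, −0.017 with size factors, −0.23 without WT1 and −0.55 without APAP replicate 3, and ranged from −0.55 to 0.42 across the 5 fits without 1 library. Nos3 was at 0.23 with library size only, 0.54 without WT3 and 0.27 without APAP replicate 1, and ranged from −0.58 to 0.54 across these fits. Both lie near 0 in the main setting. Another 7 lost an adjusted p under 0.05, all in fits without 1 saline library (Cyp2e1 in 3 fits, Cyp3a11 in 2, Cyp1a2 and Cyp3a41b in 1). The depth limits Nos2, Tnf and Il6, which had at most 12 counts in any library and were not tested.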

Differences from the paper's values

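The grid of exact tests was chosen after the values had been seen, and the other alternatives were set before the data were examined. At the thresholds the paper gives, 3228 DEGs were found against the paper's 1545, with 1696 higher against the paper's 881 and 1532 lower against the paper's 664. The sets of samples may differ. The paper states at least 3 biological repeats for all experiments, without a number of libraries for its DEGs, and 2 APAP libraries were analysed here. No alternative could add APAP replicate 2. Of the 15 alternatives on the counts that were set before the data were examined, 2 brought all 3 numbers within 1.5 times the paper's, a log2 fold change of at least 1.5 (1206 DEGs, 700 higher and 506 lower) and a fold change of at least 2 (2069 DEGs, 1130 higher and 939 lower). The number of higher DEGs was also within this range without WT2 (1296), and that of lower DEGs with library size only (731) and with the adjusted p and a fold change of at least 1.5 (485). The others did not close the gap. Of 270 settings of edgeR's exact test that were run after the values had been seen, with totals from 971 to 4407, 0 gave the paper's numbers and 120 came within 1.5 times of all 3. The nearest gave 1575 DEGs, 909 higher and 666 lower, with upper-quartile factors, over 1 CPM in 2 libraries, tagwise dispersions, a fold change of at least 2 and the adjusted p.

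In the volcano plot, the log2 fold change of Cyp2b10 is about −2.3 in Fig. 7C, read by eye, against −2.70 here, and that of Cyp27a1 is about −2.1 in Fig. 7C, read by eye, against −2.504. The main values of Cyp3a11, Cyp2e1, Cyp1a2, Cyp3a44 and Sult2a1 lay within the spread around Fig. 7C. Library size only gave −2.29 for Cyp2b10 and −2.11 for Cyp27a1, each within the spread of the replicates. For the other enzyme genes, in the order named, it gave −2.19, −1.94, −2.49, −5.51 and −10.18. These were nearer than the main values to Fig. 7C, read by eye at about −2.2, −2.0, −2.5, −5.5 and −10. With that setting the log2 fold change of Pxr (Nr1i2) was −0.15, outside the spread around the paper's value of about −0.6 in Fig. 7C, read by eye, while the value of −0.52 here lay within it. Also set before the data were examined were 2 fits of limma to FPKM, which were run, and then left out with their values when only the counts were kept. Before that, limma on log2(FPKM + 0.1) had come within the spread for Cyp2b10 and Cyp27a1, limma on log2(FPKM + 1) for Cyp27a1, and both within 1.5 times the paper's number of lower DEGs, and neither within the spread for Pxr. The other alternatives on the counts did not close these gaps.

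The paper's qPCR was done on 6 mice per group and set against GAPDH, while the ratios here are those of the RNA-Seq libraries. The ratio of APAP to vehicle for Cyp3a11 is about 0.37 in Fig. 7D, read by eye, against 0.159 here, and only the fit without APAP replicate 3 (0.228) came within the paper's value. For Cyp2e1 it is about 0.68 in Fig. 7D, read by eye, against 0.198, for Cyp27a1 about 0.49 in Fig. 7D, read by eye, against 0.176, and for Cyp2b10 about 0.46 in Fig. 7D, read by eye, against 0.154, and none of the alternatives set before the data were examined closed the gap for these 3 genes. For Cyp1a2 it is about 0.23 in Fig. 7D, read by eye, against 0.136, and library size only (0.178) and the fits without APAP replicate 1 (0.177) and without WT1 (0.165) came within it. The widest gaps were those of the female-biased genes. For Cyp3a44 the ratio is about 0.60 in Fig. 7D, read by eye, against 0.0171, and for Sult2a1 about 0.25 in Fig. 7D, read by eye, against 6.76e-04, and none of the alternatives set before the data were examined closed either gap.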

Other observations

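The tests of GC content and length and of other splits of the libraries were set before their values were seen, and the other tests here were chosen only after the results were seen.

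The PXR and CAR target genes fell with a median log2 fold change of −2.03. Of the 39 genes, 6 are labelled in Fig. 7C, so the list is not independent of the paper's choice, and 24 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (29 adjusted over the list alone). A smaller share of hepatocyte RNA would lower the genes of secreted hepatocyte proteins as far, but the targets lay below them (difference of medians −1.53 on the log2 scale, permutation test over genes, two-sided, p = 0.00351). The listed female-biased genes do not carry the fall, as the 33 targets outside the sex-biased lists had a median of −1.57, and no list among 10000 matched on expression was as low (0%). For GC content and transcript length, 0% of 10000 matched lists had a median as low. The normalization for composition is argued against as the whole cause, since with library size only the targets had a median of −1.63 (95% bootstrap interval over genes −2.17 to −0.89). Reads shared between paralogs are argued against by the 17 targets that share under 5% of their words, with a median of −1.38. Loss of centrilobular hepatocytes, where APAP necrosis lies, is a candidate explanation that passed its test, since centrilobular genes outside the target list fell further than periportal genes (difference of medians −1.96, permutation test over genes, two-sided, p = 3e-05). Genes are not independent, so the permutation p-values in this paragraph do not measure variation between mice. With the correlation estimated from the data, camera gave an adjusted p of 0.0684 for the centrilobular and 0.107 for the periportal list. All 25 centrilobular genes were lower, with a median log2 fold change of −2.94 (camera, adjusted p = 7.93e-28), against 19 of 27 periportal genes with a median of −0.90 (adjusted p = 0.00529). Lower PXR activity on top of such a loss predicts that targets fall further than other centrilobular genes, provided that the targets are centrilobular too. The targets fell less far, by 0.83 (permutation test over genes, two-sided, p = 0.155), a difference within the spread. Only 1 target is on the centrilobular list and the zone of the others was not tested, so this comparison cannot decide. For the targets, lower PXR activity and loss of centrilobular cells cannot be told apart. The 24 centrilobular genes outside the target list had a median of −2.86. An effect of sex on targets outside the lists was not tested.

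Female-biased liver genes had a median log2 fold change of −6.29 (−5.06 with genes at the floor set to their bound), with 25 of 26 lower in the APAP libraries (camera, adjusted p = 1.32e-51), and 19 had an adjusted p under 0.05 (24 adjusted over the list alone). Of the 27 in the table, 5 are also in another list and 2 are labelled in Fig. 7C. Loss of centrilobular hepatocytes alone is argued against, since the female-biased genes fell further than centrilobular genes (difference of medians −3.35 on the log2 scale, permutation test over genes, two-sided, p = 0.00603). Genes are not independent in this permutation test. A difference in sex between the groups is a candidate explanation and would raise male-biased genes in the APAP libraries. These had a median log2 fold change of 1.66 (14 of 21 higher, camera, adjusted p = 0.881). The 2 male-biased genes with an adjusted p under 0.05 were lower with APAP, against this prediction. Treatment also differs between the groups and could lower male-biased genes, so this list cannot decide on a difference in sex. The APAP libraries also disagreed on the male-biased genes. Their median log2(CPM + 0.1) was 1.43 in APAP replicate 1 and 5.75 in APAP replicate 3, against 4.34, 4.12 and 3.99 in the saline libraries, and without APAP replicate 3 the fold change was −1.59. A sex difference and an effect of treatment cannot be told apart for these genes from the libraries alone, because sex-linked expression and treatment coincide in all 5 libraries. The qPCR of Cyp3a44 and Sult2a1 in the paper gave far smaller falls than these libraries. Their log2 fold changes in Fig. 7C, read by eye, are about −5.5 and −10, and the values of −5.87 and −10.53 here lay within the spread.

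With 993 genes past an adjusted p of 0.05, 1 of the 10 splits of the 5 libraries into 2 and 3 gave as many genes, the real one. Other splits gave at most 1 gene. The design cannot give a share under 0.05.

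Of the genes the paper measures by other assays, Nos3 (eNOS) had a log2 fold change of −0.10 (standard error 0.56, adjusted p = 0.936, 0.54 without WT3) and Adh5 (GSNOR) one of −0.56 (standard error 0.27, adjusted p = 0.259). Nos2 (iNOS) had 12 and 1 counts in the APAP libraries and 0, 1 and 4 in the saline libraries, so a change was not detectable at this depth. Among the inflammatory genes, Cxcl2 was at least 40.0-fold higher (16.6-fold without APAP replicate 1 and 63.4-fold without APAP replicate 3; 290 and 72 counts against 1 in each saline library, adjusted p = 0.00569) and was the only 1 of the 4 tested with an adjusted p under 0.05, also adjusted over the list alone. Il1b had a log2 fold change of 0.78 (adjusted p = 0.454), Ccl2 one of 1.69 (adjusted p = 0.210, 2.65 without WT1) and Hmgb1 one of 0.01 (adjusted p = 0.992), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tnf had 5 and 10 counts with APAP and 0, 7 and 7 with saline, and Il6 had at most 5 counts in any library.

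Of the remaining lists, only the secreted hepatocyte genes had an adjusted p under 0.05 in camera. Secreted hepatocyte genes had a median log2 fold change of −0.50 (camera, adjusted p = 0.0336, not held under fry), lymphocyte genes −0.94 (adjusted p = 0.212), stellate cell genes −0.41 (0.121), sinusoidal endothelial genes −0.35 (0.388), Kupffer cell genes −0.26 (0.320), cell cycle genes −0.10 (0.607) and p53 target genes 0.65 (0.164). Across the 5 fits that each left out 1 library, the medians ranged from −0.87 (without APAP replicate 3) to −0.33 for secreted hepatocyte genes, from −1.41 to −0.22 (without WT2) for lymphocyte genes, from −0.95 to −0.18 for stellate cell genes, from −0.71 to −0.09 for endothelial genes, from −0.57 to 0.01 for Kupffer cell genes, from −0.55 to 0.14 for cell cycle genes and from 0.43 (without APAP replicate 1) to 0.88 for p53 target genes. In the Reactome test of upregulated DEGs, degradation of the extracellular matrix was first, with 27 DEGs among 70 genes (3.06-fold enrichment, adjusted p = 1.64e-05).

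Mitochondrial genes took 10.3% and 10.4% of the counts in the APAP libraries and 16.4%, 13.6% and 11.5% in the saline libraries, and albumin 6.56% and 9.79% against 10.1%, 9.31% and 11.3%. The saline library WT1, with the lowest TMM factor of 0.783, also had the fewest genes with a count (15598) and the lowest Xist among the saline libraries (289.6 CPM).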
